# Integrative genomic analysis of CREB defines a critical role for transcription factor networks in mediating the fed/fasted switch in liver

**DOI:** 10.1186/1471-2164-14-337

**Published:** 2013-05-17

**Authors:** Logan J Everett, John Le Lay, Sabina Lukovac, Diana Bernstein, David J Steger, Mitchell A Lazar, Klaus H Kaestner

**Keywords:** CREB, Gene regulation, Hepatic fasting response, Integrative genomics, Transcription networks

## Abstract

**Background:**

Metabolic homeostasis in mammals critically depends on the regulation of fasting-induced genes by CREB in the liver. Previous genome-wide analysis has shown that only a small percentage of CREB target genes are induced in response to fasting-associated signaling pathways. The precise molecular mechanisms by which CREB specifically targets these genes in response to alternating hormonal cues remain to be elucidated*.*

**Results:**

We performed chromatin immunoprecipitation coupled to high-throughput sequencing of CREB in livers from both fasted and re-fed mice. In order to quantitatively compare the extent of CREB-DNA interactions genome-wide between these two physiological conditions we developed a novel, robust analysis method, termed the ‘single sample independence’ (SSI) test that greatly reduced the number of false-positive peaks. We found that CREB remains constitutively bound to its target genes in the liver regardless of the metabolic state. Integration of the CREB cistrome with expression microarrays of fasted and re-fed mouse livers and ChIP-seq data for additional transcription factors revealed that the gene expression switches between the two metabolic states are associated with co-localization of additional transcription factors at CREB sites.

**Conclusions:**

Our results support a model in which CREB is constitutively bound to thousands of target genes, and combinatorial interactions between DNA-binding factors are necessary to achieve the specific transcriptional response of the liver to fasting. Furthermore, our genome-wide analysis identifies thousands of novel CREB target genes in liver, and suggests a previously unknown role for CREB in regulating ER stress genes in response to nutrient influx.

## Background

The cAMP-response element binding protein (CREB) is a highly conserved effector of transcriptional changes in response to cAMP signaling in a wide range of physiological processes and cell types [1-4]. Increased cAMP levels cause activation of Protein Kinase A (PKA), which phosphorylates CREB on Serine 133 (S133), thereby promoting interactions with the co-activators and histone acetyltransferases CREB-binding protein (CREBBP), E1A binding protein p300 (EP300), and CREB-regulated transcription co-activator 2 (CRTC2) [1,5]. Although CREB binding and phosphorylation has been observed at thousands of genes, the majority of CREB target genes are not induced by cAMP *in vivo*[6]. *In vitro* studies have suggested that phosphorylation of S133 also promotes CREB binding to specific DNA sequences [7], providing a potential mechanism by which cAMP induces the expression of some CREB target genes, but not others. Supporting this notion, a small number of CREB target genes were shown to exhibit increased binding in the liver of fasted animals [8]. However, CREB binding dynamics have not been explored genome-wide, and the precise molecular mechanisms that direct this PKA-dependent activation signal to a subset of CREB-bound genes in a context-specific manner remain to be elucidated.

In the liver, CREB plays a central role in the maintenance of glucose homeostasis, and dysregulation of the CREB-dependent gluconeogenic gene program is a contributing factor in a number of metabolic diseases including type 2 diabetes [9-12]. A drop in blood glucose levels triggers a glucagon/epinephrine-dependent signaling cascade resulting in the cAMP-induced phosphorylation of CREB S133 in hepatocytes to induce the expression of key gluconeogenic genes [1,13]. Previous genome-wide studies in primary hepatocytes have shown that CREB binds to thousands of target gene promoters, while only a small subset of these genes are induced by cAMP [6,14]. However, these studies did not examine changes in CREB DNA binding and did not identify features separating cAMP-inducible and non-inducible CREB targets. Furthermore, these studies used chromatin immunoprecipitation coupled to genomic microarrays (ChIP-chip) technology, which was limited to the promoter regions of known genes and showed limited sensitivity even within these regions.

To address the question of whether CREB DNA binding dynamics play a role in fasting-induced gene expression, we performed chromatin immunoprecipitation coupled to high-throughput sequencing (ChIP-seq) and gene expression analysis by microarray on mouse livers in both fasted (high glucagon/insulin ratio) and re-fed conditions (low glucagon/insulin ratio). Controlled fasting and re-feeding has been shown to be a robust model of cAMP-dependent CREB activity in the mammalian liver [15,16], and ChIP-seq provides a major improvement in the sensitivity and resolution of CREB binding site detection compared to previous ChIP-chip studies. Our results demonstrate that global CREB DNA binding in the liver is independent of cAMP/PKA-signaling, and support a model in which CREB remains constitutively bound to DNA irrespective of its phosphorylation state. Strikingly, we also discovered CREB binding at thousands of novel target genes, including genes that are transcriptionally repressed in the fasted liver versus the re-fed liver. To further elucidate how CREB specifically regulates subsets of target genes, we performed an integrative computational analysis of the CREB cistrome and fasting-dependent transcriptome in mouse livers to identify genomic features correlated with CREB sites at fasting-responsive genes. In particular, we observed a strong enrichment for binding of additional transcription factors proximal to the CREB sites specifically at fasting-responsive genes, suggesting that the cooperation between transcriptional regulators at the level of individual regulatory elements — as opposed to entire promoters — is more widespread and critical to gene induction than previously demonstrated. Our work represents an integrative paradigm for studying the context-dependent role of a transcriptional regulator in a specific physiological process.

## Results

### Genome-wide CREB-DNA binding is independent of cAMP/PKA-signaling

Two models have been proposed as to how CREB contributes to gene activation in response to cAMP stimuli. Early studies found CRE “half-sites”, composed of only five of the eight nucleotides of the consensus CRE, were bound more tightly by CREB phosphorylated on S133 than by unphosphorylated CREB *in vitro*[7], suggesting that partial CRE motifs play a critical role in cAMP-dependent gene induction. *In vivo* studies have observed both dynamic [8] and constitutive CREB binding to DNA [17,18], but these studies only tested a small subset of known CREB target genes. Genome-wide studies of CREB in hepatocytes have not examined CREB DNA binding dynamics, but have shown that CREB binds a large proportion of gene promoters that are not induced by cAMP [6,14]. We therefore began our investigation by examining the genome-wide profiles of CREB binding to DNA in response to fasting-induced cAMP signaling to test comprehensively if site-specific dynamic CREB binding could be observed *in vivo*.

In order to quantitatively test genome-wide binding of CREB in both the fasted (cAMP/PKA-active) and re-fed (cAMP/PKA-inactive) states, we performed a controlled feeding experiment (Figure 1A) in which 10 mice were fasted for 24 hours, and either immediately sacrificed (fasted group), or fed again for two hours before sacrificing (re-fed group). We observed a robust and consistent decrease in blood glucose for the fasted mice relative to the re-fed mice (Figure 1B), and RT-PCR measurements confirmed induction of well-characterized cAMP-responsive genes *G6pc*[19], *Pck1*[20,21], and *Ppargc1a*[13] in the livers of fasted mice (Figure 1C). Western blot analysis showed that CREB phosphorylation at S133, indicating activation of the cAMP/PKA pathway, was also specific to the fasted state as expected and not to the re-fed state (Figure 1D), in contrast to what has been reported previously after acute insulin injections intended to mimic the re-fed state [5]. Liver chromatin from individual mice was subsequently used to perform ChIP-seq with an antibody recognizing CREB, regardless of phosphorylation status.

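CREB ChIP-seq libraries were made from the livers of 10 mice, 5 in the fasted group and 5 in the re-fed group, which had 2 hours of food after the same 24-hour fast. The paper's Table S1 lists 42363301 reads for the fasted livers, between 5152358 and 10241499 per mouse with a median of 9539204. For the re-fed livers it lists 68358187 reads, between 9013609 and 21031306 per mouse with a median of 10792771. The authors mapped the reads to the mm8 genome, discarded redundant reads within each replicate, pooled the replicates of each condition and called peaks with HOMER at a 5% FDR. They kept the peaks that were also called in every pool of 4 livers and whose average height was above 0.35 RPM, the paper's unit of peak height normalized to the reads of a library. The deposited data analysed here are the final fasted and re-fed peak lists, which give an interval, a name and a height in RPM for each peak. Because the peaks were called on pooled reads, the lists hold no value of a single mouse. A fasted and a re-fed peak were counted as one shared site where they overlapped by at least 1 bp. Intervals given with the values below are 95% intervals. Those of ratios at single sites treat the pooled reads as counts, though reads were not tagged as single molecules, and leave out differences between mice. Those of shares and of the median ratio describe the spread over sites or genes. Coordinates are those of the authors' lists (mm8).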

**Figure 1:**
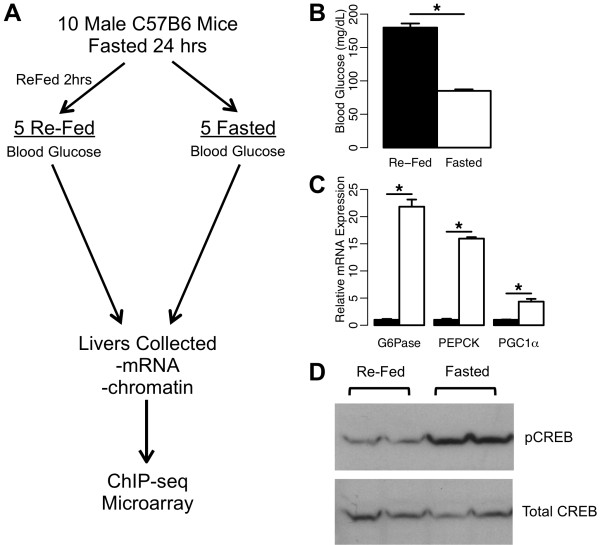
**Experimental design and validation. A**) Overview of experimental design. A cohort of 10 male C57BL/6J mice was fasted for 24 hours, then split into fasted and re-fed groups (n=5 each). The fasted mice were immediately sacrificed, while the re-fed group was given access to food for 2 hours before sacrificing. Blood glucose measurements were taken from all mice prior to sacrifice. Livers were collected shortly after sacrifice, and used for both mRNA and ChIP-seq experiments. **B**) Blood glucose was significantly higher in re-fed animals. Error bars indicate SEM, *p < 1E-4, one-tailed Student’s *t*-test. **C**) Known fasting-induced gluconeogenic genes are significantly induced in the fasted state (white bars) relative to the re-fed state (black bars) by RT-PCR. Error bars indicate SEM, *p < 0.005, one-tailed Student’s *t*-test). **D**) Western blot analysis of mouse livers shows that CREB is strongly phosphorylated on Ser133 after a 24 hr fast, but not after 2 hour re-feeding. Western blot was re-probed with an antibody for total CREB to validate equal loading.

The large number of biological replicates included in our ChIP-seq study allowed us to apply a novel peak-calling and filtering strategy that removes non-reproducible peaks, while maintaining detection sensitivity across a wide range of enrichment strengths. Under our strategy, termed the “Single-Sample Independence (SSI) test”, sequence reads from all five fasted or re-fed replicates were first pooled together and used in peak-calling to identify all candidate CREB binding events. This was followed by a filtering step in which each peak was retained only if a similar peak was called after excluding any individual replicate from the pool of five replicates (Additional file 1: Figure S1A). This filtering strategy removed greater than 50% of the initial peak calls, and resulted in a much stricter set of target sites than would be obtained by simply applying a more conservative false discovery rate cutoff to the initial candidate peak calls, while also taking advantage of the biological replicate structure of the data set (Additional file 1: Table S1). The peak calls eliminated by our SSI strategy typically occurred at sites inconsistent with known CREB biology in terms of the occurrence of known motifs and bias toward promoter regions, showed less overlap between the fasted and re-fed states, less overlap with ENCODE DNaseI-hypersensitive (DHS) regions [22,23] (Additional file 1: Figure S1B, HOMER columns), and tended to fall in a weaker range of peak heights below 0.5 reads per million (RPM) (Additional file 1: Figure S1C).

The SSI strategy can be applied using any peak-calling algorithm; we tested the SSI filter using the previously published peak-calling tools HOMER [24], GLITR [25], and MACS [26]. While the results were comparable using any of these peak-calling algorithms, the HOMER+SSI combination resulted in the smallest number of algorithm-specific peaks, and the set of sites with the highest occurrence of known CREB motifs (Additional file 1: Figure S1B,D). We also assessed the number of peaks filtered out after excluding each individual replicate and found a similar percentage of sites are dependent on each replicate, confirming that each replicate is of comparable quality (Additional file 1: Figure S1E). Therefore, the peaks called by HOMER+SSI using all replicates were used for further analysis.

We further validated our SSI-filtered peak calls by performing ChIP-qPCR on randomly selected peaks across the range of peak heights. Importantly, these validation experiments showed that peaks with an average peak height below 0.35 RPM (the bottom quartile of SSI-filtered peaks) were not reproducible, while peaks above this cutoff had a high rate of reproducibility (Additional file 1: Figure S2). Furthermore, 96% of the peaks above this cutoff overlapped ENCODE DHS regions in mouse liver [22,23], suggesting that the majority of these sites represent real binding events. Overall, our extensive peak-filtering strategy identified 6,835 and 5,357 high-confidence CREB binding sites in the fasted and re-fed states, respectively.

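The fasted list held 6835 peaks and the re-fed list 5357 peaks, each on 21 chromosomes. Their heights had a median of 0.732 RPM in the fasted list, with quartiles of 0.567 and 1.32 RPM, and a median of 0.873 RPM in the re-fed list. The height column of both lists is the height in the pool of the fasted livers. It differed by at most 3.75e-05 RPM from the fasted pooled height that the paper's Additional file 3 gives for the same peaks, in the 1525 rows of that table used here out of the 7547 it holds, whereas its median difference from the re-fed pooled height was 0.234 RPM. The heights of both lists correspond to between 7 and 576 reads of the fasted pool. The same 3 sites therefore had the highest value in both lists. They lie on chromosome 13 from 46738936 to 46739054, on chromosome 4 from 126179864 to 126179976 and on chromosome 10 from 7482999 to 7483109, with fasted heights of 13.6, 11.4 and 11.2 RPM.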

Our high-confidence peak calls from the fasted and re-fed replicates exhibited 62% overlap (Figure 2A), at first glance suggesting that thousands of CREB binding sites may depend on CREB phosphorylation level, as proposed originally by Nichols and colleagues [7]. However, the absence of a peak call in one condition, though frequently employed in the literature [27-29], is not a sufficient criterion for demonstrating differential binding, because peak-calling algorithms provide no estimate of the false negative rate. 

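The lists shared 4645 sites, 61.5% of the merged sites (Wilson interval 60.4% to 62.6%), while 2190 sites were called only in the fasted livers and 712 only in the re-fed livers. The shared sites made up 68.0% of the fasted sites and 86.7% of the re-fed sites. All 4645 shared peaks had the same interval in both lists, so a stricter rule of overlap left their number as it was. When only the peaks at or above the median height of each list were kept, the shared percentage was 75.2%. The medians of the lists differ, so 527 of the 858 peaks that this filter leaves as fasted-only are in both full lists. The percentage moved most with one threshold for both lists, the median of the fasted list, an alternative added after the data had been seen, under which 89.5% of 3590 sites were shared (Wilson interval 88.5% to 90.5%). It left 331 of the 2190 fasted-only and 45 of the 712 re-fed-only sites. Both lists carry the fasted height, so this threshold removes re-fed-only sites by selection. Peaks called only in the fasted livers were 111 bp wide, those called only in the re-fed livers were slightly narrower, and shared peaks had a median width of 122 bp. Across the 21 chromosomes, the shared percentage differed from that of the other chromosomes with an unadjusted p under 0.05 on 3 chromosomes and with an adjusted p under 0.05 on 0, the smallest adjusted p being 0.109 (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment).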

In other words, these apparently “differentially bound” regions may actually indicate cases in which the peak call was simply missed in one of the two conditions. To address this issue directly, we merged together all fasted and re-fed peak calls to obtain a total of 7,547 high-confidence CREB binding sites, and quantified the extent of ChIP-seq signal at each site, in each replicate, under each condition (Figure 2B). 

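Since both lists carry the fasted height, the pooled re-fed height of each merged site was worked out from its name, whose number ranks the sites by the average of the fasted and re-fed pooled heights. With the fasted height known, the rank and the rows of Additional file 3 used here left a single possible number of re-fed reads at 6676 sites (88.5%) and a range at the other 871 sites, and 0 sites had contradictory bounds. As a check, 300 listed sites were treated as unknown. The listed number of re-fed reads lay within the bounds at all 300 of them, and it was the derived number at all 261 of them that had a single one. All 1525 listed rows are in the order of the average height, so this outcome was largely set. Sites outside the listed rows were not checked. The lowest average height derived in this way was 0.350 RPM, where the derivation took the paper's threshold of 0.35 RPM as its lower bound.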

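Across the 6676 merged sites with a derived re-fed height, the median ratio of the pooled fasted to the pooled re-fed height was 1.42 (interval of the median 1.41 to 1.44), and the ratio was above 1 at 87.3% of them. The bounds at the remaining sites allow a median between 1.41 and 1.43 over all merged sites. At the 3787 of 4645 sites called in both conditions that had a derived re-fed height the median ratio was 1.35, and the bounds allow 1.35 to 1.37 over all of them. The sites without a single derived height are all among the 2209 strongest by average height. The Spearman correlation between the heights was 0.690 across the 6676 merged sites with a derived height, which are not independent replicates. It was 0.835 at those called in both conditions. At those called only in the fasted livers it was 0.281, and at those called only in the re-fed livers 0.290. The median ratio at shared sites moved most, to 1.45, among peaks at or above the median height of each list, a filter on the fasted height that raises the ratio by selection. Ranked by the average height, the strongest 1510 merged sites had a median ratio of 1.40 at the 713 of them with a derived height. The pools give no replicate check. The paper's per-mouse heights were therefore compared at the 1468 sites of chromosomes 1, 10 and 11, for which the copy of Additional file 3 used here is complete, a comparison added after the data had been seen. The mean of the per-mouse median heights was 0.818 ± 0.0963 RPM (SD, n = 5) in the fasted mice and 0.641 ± 0.190 RPM (SD, n = 5) in the re-fed mice. The difference was 0.40 on the log2 scale and did not pass an exact permutation test (two-sided, p = 0.0952). The median ratio of the mean heights at these sites was 1.30. Re-fed replicates 2 and 4 had the most reads of the 10 libraries, 17576158 and 21031306, and the lowest median heights, 0.512 and 0.380 RPM. Without these libraries the difference was 0.08 (exact permutation test, two-sided, p = 0.464 with 5 mice against 3) and the median ratio 1.07, whereas the median ratio of the fasted mice to these 2 libraries alone was 1.98. Leaving out re-fed replicate 3 gave a difference of 0.51 (exact permutation test, p = 0.0159). Re-fed replicates 1, 3 and 5 had median heights of 0.704, 0.834 and 0.777 RPM, above those of re-fed replicates 2 and 4. An effect of re-feeding alike in all mice therefore does not account for the low heights of these 2. No fasted library was as deep, and both low libraries are re-fed. A property of these 2 libraries and a response of their mice to food thus cannot be told apart.

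**Figure D1:**
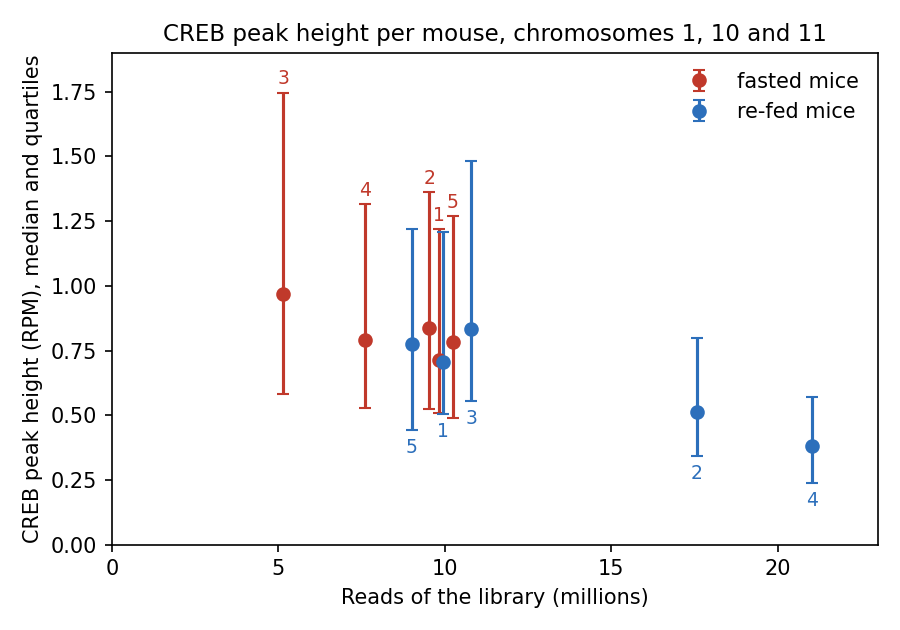
Median CREB peak height in RPM of each mouse over the 1468 sites of chromosomes 1, 10 and 11, against the reads of its library. Points are medians with the replicate number, bars span the quartiles, and re-fed replicates 2 and 4 sit at 0.512 and 0.380 RPM.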

As revealed by the scatterplot of average fasted versus average re-fed ChIP-seq peak height (Figure 2C), the strength of CREB binding at any site was highly comparable between the two conditions, with only a weak global induction (median = 1.3-fold) of CREB binding in the fasted state. 

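Sites called in both conditions had a median fasted height of 0.991 RPM, against 0.567 RPM for sites called only in the fasted livers (difference 0.425 RPM, permutation test, two-sided, p = 0.0001, the smallest that 10000 shuffles can give). Of the sites called only in the fasted livers, 84.9% lay below the median of their list. The sites called only in the re-fed livers had a median fasted height of 0.401 RPM, which is low by selection, since these sites were not called in the fasted pool. With the derived re-fed height in place of the fasted height, an alternative added after the data had been seen, the medians were 0.629 RPM at the shared sites with a derived height, which leave out many of the strongest, and 0.453 RPM at sites called only in the re-fed livers, 81.5% of which lay below the median of both together (permutation test, two-sided, p = 0.0001). Among peaks at or above the median fasted height of the re-fed list, only 28 were called in the re-fed livers alone. Their difference in fasted height from the shared peaks no longer passed the permutation test (p = 0.104). The filter and the test both use the fasted height, so this says nothing about re-fed heights. The median ratio of the fasted to the re-fed height was 1.78 at sites called only in the fasted livers and 0.922 at sites called only in the re-fed livers. These groups were selected by calls that depend on the heights. Binomial draws around one common ratio, with a threshold in each condition, gave median ratios of 1.70 and 0.861 for sites selected in this way.

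**Figure D2:**
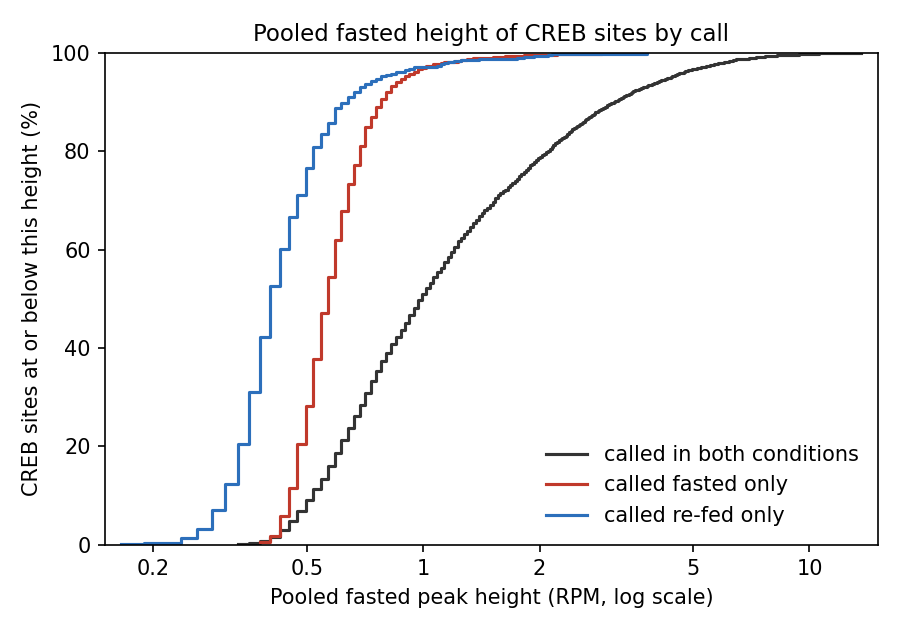
Percentage of CREB sites at or below each pooled fasted height in RPM (log scale), for sites called in both conditions, only in the fasted livers and only in the re-fed livers. The medians of these groups are 0.991, 0.567 and 0.401 RPM.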

Sites that were originally specified as condition-specific occurred predominantly in the lower range of peak heights, where false negative calls by peak-calling algorithms are most likely, and the peak strength in the other condition tended to be comparable despite the lack of a complementary site call. Furthermore, we observed a less than a 1.1-fold difference in the median fasting/re-fed CREB binding ratio when comparing subsets of CREB sites separated by CRE motif occurrence (Figure 2D), further contradicting the model proposed by Nichols and colleagues [7].

**Figure 2:**
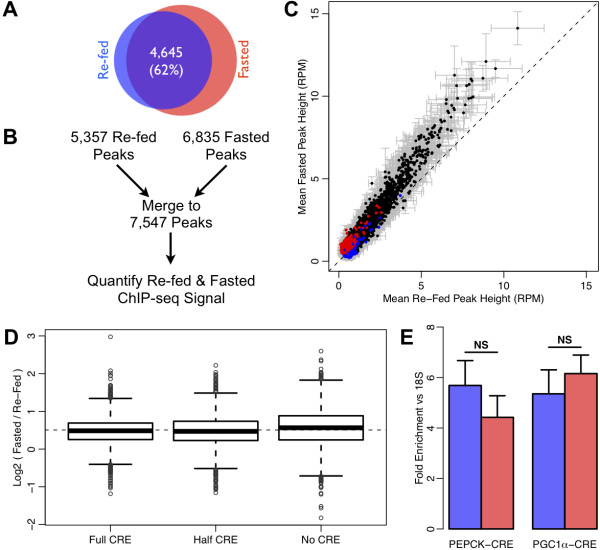
**Differential CREB binding analysis. A**) Venn diagram of high-confidence CREB site calls in the re-fed (blue) and fasted (red) mouse liver suggests thousands of condition-specific binding events. **B**) Flowchart of quantitative analysis. **C**) Scatter-plot of average peak height (RPM = reads per million) across all fasted and re-fed replicates, for 7,547 merged peaks. Black dots correspond to peaks called in both conditions, red dots correspond to peaks called only in the fasted group, and blue dots correspond to peaks called only in the re-fed group. Gray error bars indicate SEM. **D**) Boxplot of log2 fasted/re-fed ratio of peak height for subsets of CREB binding sites based on occurrence of canonical full or half CRE sequence within 50 bp of peak center. **E**) ChIP-qPCR of CREB binding in the re-fed (blue) and fasted (red) groups on known fasting-induced CREB target genes. Neither change is significant at p-value of 0.05 threshold (one-tailed Student’s *t*-test).

Targeted ChIP-qPCR of CREB binding sites around the known cAMP-inducible genes *Pck1* and *Ppargc1a* in both metabolic states confirmed the constitutive binding pattern observed in our ChIP-seq experiment (Figure 2E). We also analyzed individual peaks for differential binding across conditions using the EdgeR tool [30], but were only able to identify 12 regions (0.2% of total) with significant differential CREB enrichment at a 10% FDR threshold (Additional file 1: Table S2). Of these 12 differential peaks, 3 were greater than 10 kb away from any known genes, and another 3 were within 500 bp of a separate peak that did not pass the EdgeR 10% FDR threshold for differential enrichment. Therefore, we conclude that differential binding of CREB in response to cAMP-dependent phosphorylation does not play a critical genome-wide role in fasting-induced gene expression.

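All 12 sites of Table S2 are in the deposited lists. Of the 8 sites that the paper reports as higher in the fasted livers, 6 were called only in the fasted livers and 2 in both conditions. Of the 4 reported as higher in the re-fed livers, 3 were called only in the re-fed livers and 1 in both (Fisher's exact test on the 9 sites called in 1 condition, two-sided, p = 0.0119, the smallest these sites allow). The sites had been selected for a difference in the same reads that gave the calls, so the match of call and direction is not independent evidence. When peaks up to 500 bp apart were counted as one site, 6 sites remained in 1 condition, again all on the paper's side, and the smallest p these allow is 0.0667 (Fisher's exact test). The re-fed height could be derived at 11 of the sites, and the ratio lay on the same side of 1 as the paper's fold at all 11. The largest ratio was 7.87, on chromosome 7 from 16141534 to 16141644, where the fasted height was 0.921 RPM and the re-fed height 0.117 RPM (8 reads). The smallest was 0.282, at the site near Slx1b and Bola2 on chromosome 7 from 126486507 to 126486615, with 0.165 RPM (7 reads) in the fasted pool and 40 reads in the re-fed pool. The site near Hdlbp on chromosome 1, from 95276058 to 95276168, had a ratio of 3.66 (interval 2.35 to 5.82). Its heights in the paper's table were 1.69 ± 0.455 RPM (SD, n = 5) in the fasted mice and 0.502 ± 0.504 RPM (SD, n = 5) in the re-fed mice, where re-fed replicate 3 stood apart at 1.39 RPM. Among the others with fasted binding higher, the ratio was 5.16 at the Fgr site and 3.61 at the Camta1 site, and at the Zfp653 and Gm16845 site it lay between 2.43 and 2.58. Among those with re-fed binding higher, it was 0.547 at the Psmd6 site, 0.525 at the Zfp395 site and 0.557 at the Tnfaip1 and Ift20 site.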

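The adjacent sites were found in the lists at the 3 places the paper counts. The site 410 bp from the Hdlbp site had a ratio of 1.61 (interval 1.06 to 2.46), the site 159 bp from the Tnfaip1 and Ift20 site a ratio of 1.06 (interval 0.614 to 1.81), and the site 465 bp from the Camta1 site a ratio of 1.85 (interval 1.19 to 2.88). Of all merged sites, 9.42% had another site within 500 bp of their centre (Wilson interval 8.78% to 10.1%), and 13.7% within 1000 bp. Among the peaks of a single list the share within 500 bp was 6.61% in the fasted livers and 4.82% in the re-fed livers.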

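The 11 Table S2 sites with a derived ratio had a median distance of 1.44 from the median log2 ratio of all sites, and 35 other sites lay at least as far from it. At least as far as the least extreme of the 11, which lay 1.07 from the median, were 199 other sites. These distances come from the pooled libraries, without a replicate check. The paper reports comparable heights in both conditions, little difference between CRE motif classes and no significant change by ChIP-qPCR at Pck1 and Ppargc1a. It also counts few differential regions, some of them far from any known gene or beside a peak that did not pass. From this evidence it concludes that changes in CREB binding on phosphorylation are not critical, genome-wide, to gene induction by fasting.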

Our quantitative analysis demonstrates that total CREB binding to DNA in liver is, at most, only weakly induced by fasting-dependent signaling, with minimal sequence or site specificity. Given that we observed substantially larger differences in target gene expression in the same experiment (Figure 1C), it is highly unlikely that dynamic binding at specific sites is the primary regulatory mechanism for the specific induction of cAMP-responsive genes by CREB *in vivo*.

### CREB ChIP-seq in liver reveals novel target genes and binding elements

Having established that CREB binding to its target genes is largely independent of its activation state in the liver, we used the 7,547 CREB binding sites identified across both physiological conditions to further investigate the hepatic CREB cistrome. Reassuringly, our high-confidence peak calls include binding sites corresponding to many known target genes, including *Pck1*, *Ppargc1a*, and *Crem* (Additional file 1: Figure S3). 

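At Pck1, 3 sites were listed, all called in both conditions. They lie on chromosome 2 from 172789781 to 172789959, from 172791074 to 172791193 and from 172795861 to 172795971, and their ratios of fasted to re-fed height were 1.08 (interval 0.614 to 1.85), 1.15 (interval 0.697 to 1.89) and 1.65 (interval 1.04 to 2.62). Ppargc1a had 1 site called only in the fasted livers, on chromosome 5 from 51834023 to 51834133, with a ratio of 2.05 (interval 1.27 to 3.34), and 1 site called in both conditions, from 51842169 to 51842334, with a ratio of 1.11 (interval 0.630 to 1.91). The intervals of these Pck1 and Ppargc1a sites all include 1.42, the median ratio of the merged sites with a derived height. None of these sites is among those the paper reports as differential. In the Crem region of chromosome 18, 3 sites were called in both conditions. The highest of them, from 3337338 to 3337452, had a fasted height of 3.59 RPM and a ratio between 1.41 and 1.43.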

We compared the hepatic CREB cistrome to all known gene loci and found that CREB binding is highly biased towards known promoter regions (66% of sites), with particular enrichment of sites 500 bp upstream to 200 bp downstream of transcription start sites (TSS) (Figure 3A,B). CREB binding events in the remainder of the 5’ UTR (greater than 200 bp downstream of TSS), coding exons, or 3’ UTRs were extremely rare. A substantial portion of the remaining sites (15% of total) fell into intronic regions, with more than half of these events occurring in the first intron of a known transcript (Figure 3A,C). The remaining CREB sites (15%) were intergenic, with the majority of these sites within 50 kb of a known TSS (Figure 3A,D). A previous analysis of the CREB cistrome in rat neurons using serial analysis of chromatin occupancy (SACO) had suggested a much higher percentage of intergenic sites [31]. This difference can be explained in part by the limited gene annotations available at the time of the prior study, as well as differences in the cell type used and in the higher accuracy of ChIP-seq versus SACO. A more recent ChIP-seq study of CREB binding in murine male germ-line cells found a similar number of bound sites and similar rates of promoter and intron overlap as our liver cistrome [32]. Overall, our analysis suggests that in the liver most CREB sites are linked to the regulation of known genes via upstream or internal promoters.

**Figure 3:**
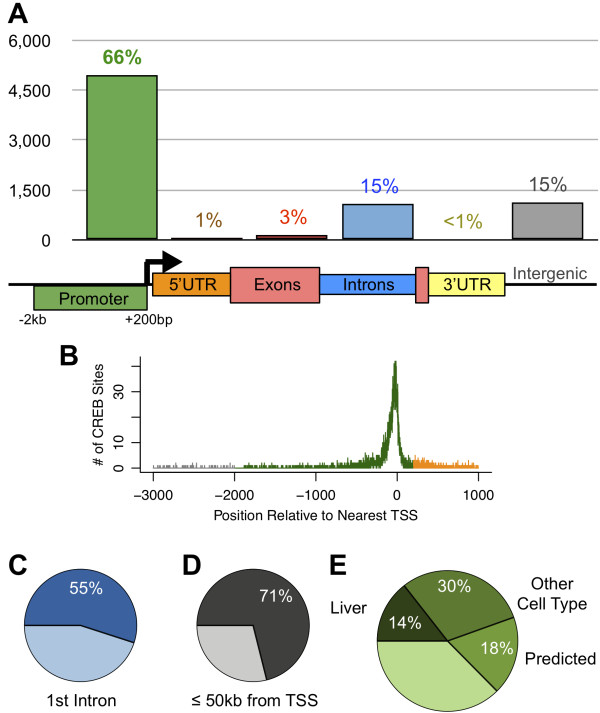
**Hepatic CREB binding relative to gene structure. A**) The proportion of 7,547 high-confidence CREB binding sites with peak center in promoter regions (green, defined as -2 kb to +200 bp around TSS), 5’ UTR (orange), exons (red), introns (blue), and 3’ UTR (yellow). The remaining sites are considered intergenic (gray). **B**) Frequency of CREB binding site positions relative to known TSS. Colors correspond to feature definitions used in (**A**). **C**) Proportion of intronic CREB sites occurring in the first intron of a known transcript. **D**) Proportion of intergenic CREB sites occurring within 50 kb of a known TSS. **E**) We identified 7,095 genes bound by CREB at distal, proximal, or internal sites based on our high-confidence ChIP-seq peaks. Pie chart shows the proportion of target genes previously identified in liver cells [6], other mammalian cell types [6,32], or predicted by bioinformatics analysis [6]. The remaining 2,641 CREB-bound genes were not identified or predicted in the previous genome-wide studies.

We considered any gene with a CREB peak inside the gene body or up to 10 kb upstream of the TSS to be a CREB target gene in liver, resulting in a total of 7,095 target genes that we compared to previous genome-wide studies (Figure 3E). Strikingly, only 14% of these target genes were previously observed as bound by CREB in a ChIP-chip study of human hepatocytes [6], even after mapping gene regions between these studies to remove bias from updated or species-specific gene annotations. 30% of the target genes in our analysis were observed in other mammalian cell types but not hepatocytes [6,32], and 18% were predicted only by bioinformatic sequence analysis but never demonstrated by *in vivo* genome-wide experiments [6]. A substantial portion of target genes (37.4%) had never been observed or predicted as CREB-bound in previous genome-wide studies.

To assess the motif content of the CREB cistrome, we first searched for instances of the canonical CRE motif within +/−50 bp of peak centers. We considered matches to the 8mer ‘TGACGTCA’ with up to 1 mismatched nucleotide to be “Full CRE” sequences, and exact matches to the 5mer ‘TGACG’ to be “Half CRE” sequences. These sequences were found under the majority of our peaks, although surprisingly more than a third of all high-confidence CREB sites lacked an apparent CRE motif (Figure 4A). The strength of CREB binding generally depends on this primary motif, as sites containing a Full CRE have a higher distribution of peak heights and sites lacking any CRE have a lower distribution of peak heights (Figure 4B).

**Figure 4:**
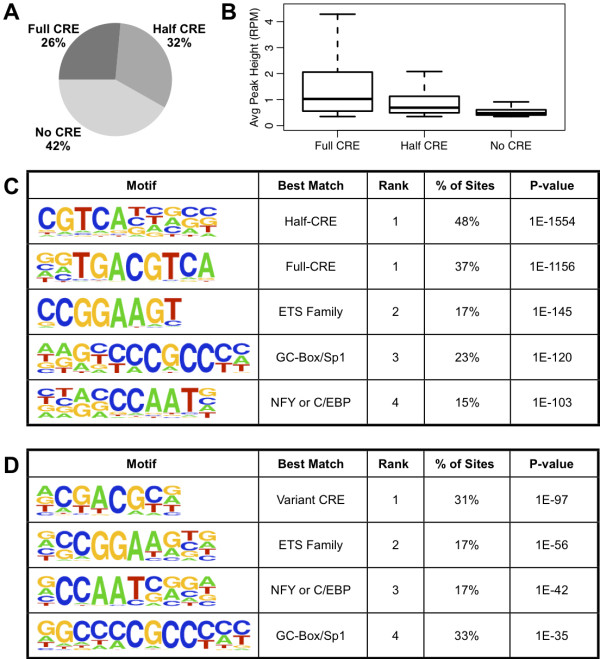
**Motif analysis of CREB binding sites. A)** Percentage of binding sites containing a Full CRE (‘TGACGTCA’ with at most one mismatch), Half CRE only (‘TGACG’ exact match), or neither type of CRE within +/- 50 bp of peak center. **B)** Distribution of peak heights within each category of site identified by sequence content in (A). **C)** Top five *de novo* motifs returned by HOMER for the 7,547 high-confidence CREB binding sites in the liver. Sites with the same rank were clustered together as similar motifs by HOMER. Percentage of binding sites and P-value were calculated using the optimal motif score threshold as determined by HOMER. **D)** Top *de novo* motifs returned by HOMER for the 3,155 high-confidence CREB binding sites lacking a canonical CRE sequence in (A).

*De novo* motif analysis of the CREB cistrome confirmed the enrichment of Full and Half CRE sequences as the top motifs, along with several other known promoter features such as GC-Box and ‘CCAAT’ motifs (Figure 4C). To further investigate the sites lacking canonical binding sequences, we repeated the *de novo* motif analysis on only those sites without a CRE sequence match. We found a more degenerate CRE sequence as the top motif among these sites, but otherwise revealed the same motifs as the whole cistrome analysis, although the GC-Box motif was more enriched among these sites (Figure 4D). Positional enrichment analysis showed that the canonical CRE motifs are highly biased towards peak centers, but show no enrichment in the regions immediately flanking the peaks, as expected for a primary binding motif (Additional file 1: Figure S4A,B). Interestingly, the degenerate CRE also shows specificity for peak centers, and is more enriched among the sites lacking a canonical CRE, suggesting that these degenerate consensus sequences are still directly recognized by the CREB protein (Additional file 1: Figure S4C). The additional *de novo* motifs corresponding to other DNA-binding factors also show positional bias around CREB sites, although they tend to be more widely distributed compared to CRE motifs (Additional file 1: Figure S4D-F). Overall, these results suggest that CREB binding to DNA is more promiscuous than previously appreciated, and CREB may cooperatively or indirectly bind DNA with additional factors at a subset of target sites.

### CREB binding alone is insufficient to confer fasting-responsiveness to target genes

Given that our CREB ChIP-seq data indicated very few significant changes in target occupancy in response to the fasting-induced cAMP/PKA signal, we next used expression microarrays to identify which CREB targets are induced during fasting. We directly compared gene expression patterns between mouse livers in the fasted and re-fed conditions, and observed significant changes in 942 genes, including the aforementioned cAMP-inducible targets *Pck1*, *Ppargc1a*, and *G6pc* (Figure 5A, Additional file 2). We also observed reduced expression of many ER stress genes, such as *Hspa5* (*Grp78/Bip*), *Hspa1a*, and *Creld2*, in the fasted state relative to the re-fed state, in agreement with previous findings that nutrient influx during re-feeding induces mild ER stress [33,34].

**Figure 5:**
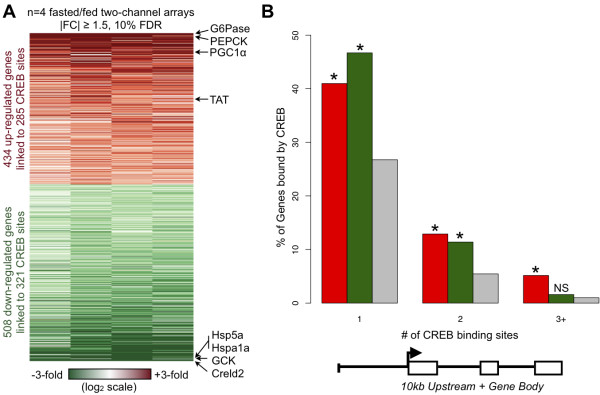
**Enrichment of CREB binding around fasting-responsive genes. A**) Heatmap of genes called as differentially expressed in fasted versus re-fed liver microarray experiment. Known fasting-inducible CREB targets are shown on top right. Selected feeding-inducible and ER stress genes are shown at bottom right. Number of genes and associated CREB sites are shown on left. **B**) For each gene category (fasting-induced in red, fasting-repressed in green, and all genes on the microarray in gray), we computed the percentage of genes containing 1, 2, or 3+ high-confidence CREB binding sites anywhere in the 10 kb TSS upstream region or the gene body (including introns). ~60% of regulated genes (both fasting-induced and fasting-repressed) have at least one CREB binding site by this criteria, while 33% of all genes on the array can be associated with at least one CREB binding site. *p-value < 1E-5 by Fisher’s Exact Test versus gray bars. NS indicates p-value > 0.05. A full listing of differentially expressed genes and associated CREB binding is provided in Additional file 2.

We next compared our expression microarray results to the high-confidence CREB binding sites determined by our ChIP-seq analysis. We found that, in general, both genes that are induced or repressed in the fasted state are enriched for nearby CREB binding (Figure 5B; Additional file 1: Figure S5). 

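The peak centres that Additional file 2 lists for regulated genes, 608 in all, each lay in exactly 1 deposited peak. Counted by gene symbol, 206 of 434 induced genes (47.5%, Wilson interval 42.8% to 52.2%) and 262 of 508 repressed genes (51.6%, Wilson interval 47.2% to 55.9%) had a CREB site (Fisher's exact test, two-sided, p = 0.215). With only the entries that have a RefSeq transcript the shares were 58.5% and 59.5%, and with each probe row counted on its own the induced share was the higher, by 2.67 percentage points (Fisher's exact test, p = 0.382). In a test added after the counts had been seen, 18 induced genes (4.15%) and 7 repressed genes (1.38%) had 3 or more sites (Fisher's exact test, two-sided, p = 0.0131). The induced genes with the most sites were Cblb, Crcp and Baz2b, with 4 each, and the repressed genes chosen by the same rule were Bcl3, Herpud1 and Pfkfb3, with 3 each. The comparison with all genes of the microarray was not analysed here.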

The enrichment of CREB binding around fasting-repressed sites is particularly surprising, given that CREB has been reported to function solely as an activator of gene expression [1]. 

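The induced genes had 287 distinct CREB sites, 2 of which are also listed for repressed genes. Of these sites, 170 were called in both conditions (59.2%, Wilson interval 53.5% to 64.8%), 85 only in the fasted livers and 32 only in the re-fed livers.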

In total, 285 (4%) CREB binding sites were associated with fasting-induced genes, and therefore considered to be the most likely cAMP-responsive sites in liver. Another 321 (4%) sites were associated with fasting-repressed genes, and 6,018 (80%) sites were associated with genes not significantly altered in our microarray experiment. Thus, it appears that only a small subset of CREB binding sites are involved in conveying the cAMP signal to control gene expression in the liver, despite the observation that the majority of CREB sites are in known promoter regions (Figure 3A,B). 

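The repressed genes had 323 distinct CREB sites, of which 191 were called in both conditions (59.1%, Wilson interval 53.7% to 64.4%), 103 only in the fasted livers and 29 only in the re-fed livers. The share called in both conditions did not differ from that at induced genes (Fisher's exact test, two-sided, p = 1). Among genes changed at least 2-fold the shares were 47.7% at induced and 59.4% at repressed genes, which did not pass Fisher's exact test either (p = 0.137). Of the sites called in 1 condition, 72.6% at induced genes and 78.0% at repressed genes were fasted calls (Fisher's exact test, two-sided, p = 0.376). For reference, the median ratio of the merged sites with a derived height was 1.42. The Hspa5 site, on chromosome 2 from 34593878 to 34594018, was called in both conditions with a fasted height of 1.75 RPM and a ratio of 1.47 (interval 1.06 to 2.05). The Creld2 site, on chromosome 15 from 88647189 to 88647388, was also called in both conditions, with a ratio of 1.33 (interval 0.776 to 2.26). The Hspa1a site, on chromosome 17 from 34590100 to 34590210, was called in both conditions with a fasted height of 3.30 RPM and a ratio between 1.46 and 1.48, and the Onecut1 site, on chromosome 9 from 74648352 to 74648469, was called in both conditions with a ratio of 1.48 (interval 0.805 to 2.73). B4galt5 had 1 site called only in the re-fed livers, with a ratio of 0.605 (interval 0.311 to 1.12), and 1 called only in the fasted livers, with a ratio of 1.80 (interval 1.02 to 3.18).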

Given that CREB-DNA interactions do not change significantly at the majority (>99%) of sites in response to cAMP signaling (Figure 2, Additional file 1: Table S2), and that the co-activators CREBBP, EP300, and CRTC2 have no inherent sequence specificity, this result strongly supports the conclusion that other genomic features, in addition to the presence of CREB binding, are required for cAMP-responsive changes in gene expression.

To investigate the mechanism of specificity of the cAMP-response, we tested for the enrichment of various genomic features within the three subsets of CREB sites associated with fasting-induced, repressed, or non-responsive genes defined above. We found only minor differences in the occurrence of CRE motifs and intronic versus promoter positioning of sites (Figure 6A,B). Thus, differences in the sequence content and relative positioning of CREB binding sites do not explain the specificity of the observed expression response as had been proposed previously [6,35].

**Figure 6:**
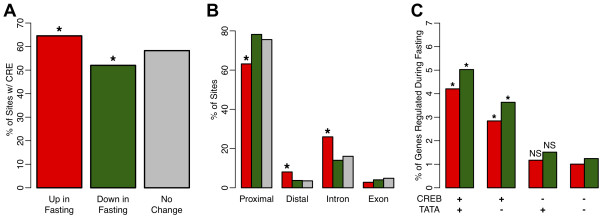
**Association of CREB binding sites with fasting-responsive TATA-box containing promoters.** CREB sites were separated into 3 groups: 285 sites associated with genes up-regulated in fasted state (red), 321 sites associated with genes down-regulated in fasted state (green), and 6,018 sites associated with genes that did not change (gray). **A**) Rates of CRE motif sequences (either full CRE or half CRE) identified for each group of CREB sites. *p-value < 0.05 by Fisher’s exact test versus the ‘No Change’ group. **B**) Rates of CREB sites, separated by association with fasting-dependent regulation, occurring in proximal promoter (−2 kb to +200 bp around TSS), distal promoter (−10 kb to -2 kb upstream of TSS), intronic, and exonic regions. *p-value < 0.001 by Fisher’s exact test compared to corresponding gray bar. **C**) All genes on our microarray were separated into groups based on associated CREB binding and presence of a TATA-box in the promoter. For each group, the percentage of genes induced (red) and repressed (green) in response to fasting is shown. *p-value < 1E-11, by Fisher’s Exact Test against the CREB-/TATA- group. NS indicates p-value > 0.05.

Previous results on a small set of known targets had suggested that only promoters containing a TATA-box are inducible by a CRE site [18]. We classified all gene promoters in our analysis as TATA-containing or TATA-less, and again found only a weak association with fasting-responsive CREB targets. Specifically, while CREB-bound TATA-containing genes are the most likely to be induced by fasting, CREB-bound TATA-less genes are also significantly enriched for fasting-responsive genes, and CREB-bound TATA-containing genes are equally enriched among fasting-repressed genes (Figure 6C), suggesting that the mechanism for specificity is more complex than previously proposed.

### Combinatorial transcription factor binding determines gene regulation in response to the fasting-feeding switch in the liver

Based on the results above, we hypothesized that additional sequence-specific transcription factors may contribute to the specificity of the fasting response at a subset of CREB sites. Previous work, focused on several well-studied promoters, had shown synergistic effects of CRE sequences with other transcription factor binding sites [8,20,36,37]. We therefore tested the enrichment of binding by other transcription factors involved in the hepatic fasting response around CREB binding sites. We used previously published ChIP-seq data for forkhead box protein A2 (FOXA2) [25,38] and peroxisome proliferator activated receptor alpha (PPARA) [39], and performed additional ChIP-seq experiments for the glucocorticoid receptor (NR3C1/GR) and CCAAT/enhancer-binding protein beta (CEBPB), as these factors have all been shown to play a major role in the response to fasting in mammalian liver [8,40-42].

The binding strength of CREB itself showed no association with the differential expression of the corresponding target gene in the hepatic feeding to fasting switch (Figure 7A, Additional file 1: Figures S6 and S7A, Additional file 3). 

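The median fasted height was 0.685 RPM at the sites of induced genes and 0.685 RPM at the sites of repressed genes (permutation test, two-sided, p = 1), against 0.708 RPM at the 6939 other sites (permutation test, two-sided, p = 0.672 for induced and p = 0.648 for repressed genes). The ratio of fasted to re-fed height, an alternative added after the data had been seen, had medians of 1.45 at induced genes, 1.44 at repressed genes and 1.42 at other sites. These differences did not pass the test (permutation test, two-sided, p = 0.320 for induced and p = 0.570 for repressed genes against other sites), and they ran in the opposite direction to those of the height.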

The situation was strikingly different, however, for CEBPB, PPARA, NR3C1/GR and FOXA2, binding of all of which was much stronger near CREB binding sites associated with the genes induced in response to fasting compared to all others, with the greatest differential observed for FOXA2 (Figure 7B-E; Additional file 1: Figure S7B-E ). In contrast, binding of the Zinc-finger transcription factor CTCF in the mouse liver [22,23], while also generally enriched near CREB binding sites, did not correlate with the inducibility of CREB target genes after fasting (Figure 7F, Additional file 1: Figure S7F). Overall, our results suggest that the combinatorial action of a group of transcription factors is responsible for the induction of a small subset of CREB-bound promoters in the liver, and the simple presence of a CRE or even a proven CREB binding event is not sufficient to determine whether the associated gene is part of the fasting response.

**Figure 7:**
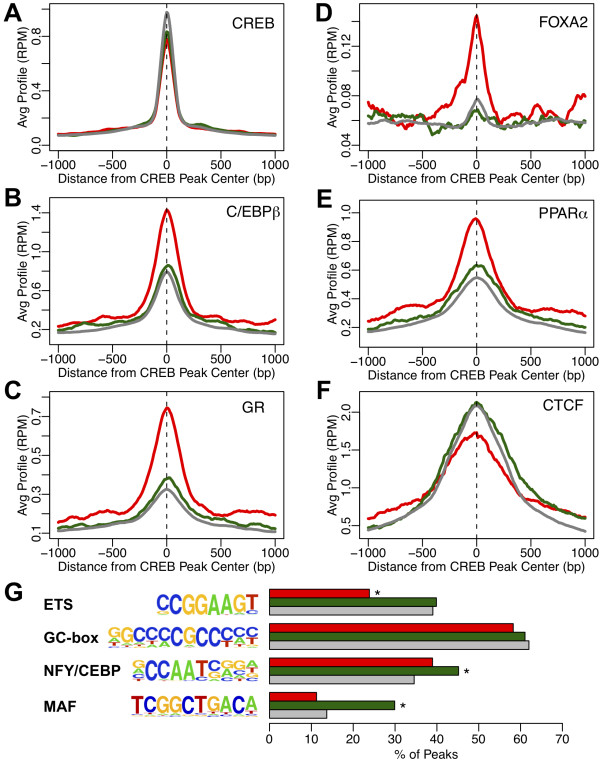
**Association of CREB binding sites with additional transcription factor occupancy at fasting-responsive genes.** CREB sites were separated into 3 groups: 285 sites associated with genes up-regulated in fasted state (red), 321 sites associated with genes down-regulated in fasted state (green), 6,018 sites associated with genes that did not change (gray). **A-F)** Average ChIP-seq profiles around each group of CREB binding sites are shown for CREB (**A**), CEBPB (**B**), NR3C1/GR (**C**), FOXA2 (**D**), PPARA (**E**), and CTCF (**F**). Corresponding distributions of peak heights are shown as box plots in Additional file 1: Figure S7 and tabulated in Additional file 3. **G**) Percentage of sites in each group containing the indicated motifs within +/− 250 bp of peak center. *p-value < 0.001 by Fisher’s exact test compared to gray bar.

We performed additional *de novo* motif analysis of CREB sites, directly comparing those sites associated with fasting-induced and -repressed genes to the non-responsive sites, and also computed the group-wise enrichment of the additional *de novo* motifs identified from the entire CREB cistrome (Figure 7G). We did not find any additional motifs specifically associated with fasting-induced sites, but we observed a significant enrichment for a motif at feeding-induced sites matching the half-site recognized by the Maf family of transcription factors [43]. We also observed that the ETS family motif is specifically depleted around CREB sites associated with fasting-induced genes, while the ‘CCAAT’ motif is slightly enriched at feeding-induced sites, although not to the same extent as the Maf family motif. Collectively, these results suggest that transcription factors from multiple families influence the direction of the CREB regulatory response to the feeding/fasting metabolic switch.

## Discussion

### Reproducible ChIP-seq analysis in a tightly controlled physiological system supports a model of constitutive CREB DNA binding

Here, we employed ChIP-seq in the context of a controlled fasting/re-feeding experiment — a robust model of CREB activation downstream of the cAMP/PKA pathway — to elucidate the role of CREB binding at specific sequence elements in the regulation of fasting-responsive genes in the liver. Our ChIP-seq data represent the first characterization of CREB binding events across the entire genome in the mammalian liver. Previous studies of CREB DNA binding in hepatocytes [6,14] were limited to known proximal promoter regions and did not explore changes in CREB occupancy. Our data reveal that CREB-DNA interactions in the liver, many of which occur at thousands of novel target genes missed by previous studies, are largely independent of CREB activation by the cAMP/PKA pathway *in vivo*, thus ruling out CREB DNA binding dynamics as a determinant of cAMP-responsive genes.

We performed our ChIP-seq experiment with a higher number of individual biological replicates than are typically used in genome-wide location analysis, and developed a novel peak-filtering strategy based on both computational analysis and independent experimental confirmation of reproducibility. In particular, our analysis demonstrates that a peak height cut-off is an important additional filter for ChIP-seq data, even when other stringent statistical criteria are applied. Notably, our empirically determined threshold was much lower than thresholds used in other ChIP-seq analyses [28], highlighting the variability of such attributes across different factors, antibodies, and sample material. Thus, each ChIP-seq study currently requires additional experimental validation to determine the optimal peak height threshold. Interestingly, our experimentally determined height cutoff (Additional file 1: Figure S2) corresponds closely to the crossover point between peak height distributions for those peaks passing or failing our SSI test (Additional file 1: Figure S1C), suggesting that our SSI test may provide a suitable model for determining the appropriate peak height cutoff without laborious ChIP-qPCR validation experiments.

We also demonstrated the importance of rigorous quantitative analysis methods when comparing ChIP-seq results across conditions. Using differences in peak calls alone, as is done in typical Venn diagrams comparing peaks called for a transcription factor or modified histone in two or more conditions [27-29], can dramatically over-state the differences between ChIP-seq profiles, and result in thousands of erroneous calls of differentially bound regions. In contrast, our quantitative analysis revealed that CREB ChIP-seq profiles in the re-fed and fasted states are tightly correlated genome-wide. Although our analysis cannot rule out a weak global induction of CREB-DNA binding after fasting, it is important to note that only a few individual sites (0.2%) showed a statistically significant difference in CREB occupancy between states (Additional file 1: Table S2). Of these sites, only one was near a fasting-induced gene (*Mt1*) on our microarray. Similarly, there was no significant difference in binding for our ChIP-qPCR experiments for cAMP/fasting-inducible CREB targets (Figure 2E), confirming that our ChIP-seq analysis was unlikely to be confounded by a lack of sensitivity or quantitative accuracy. Therefore, we conclude that differential binding of CREB in response to cAMP-induced phosphorylation is not a widespread mechanism of fasting-induced gene expression, although the accessibility of a small set of CREB sites may be regulated by secondary mechanisms such as chromatin remodeling.

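The Mt1 site lies on chromosome 8 from 97068254 to 97068364 and was called only in the fasted livers. Its height was 0.708 RPM (30 reads) in the fasted pool and 0.117 RPM (8 reads) in the re-fed pool, a ratio of 6.05 (interval 2.71 to 15.3).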

Previous *in vitro* studies had suggested that CREB-DNA interactions were strengthened by CREB phosphorylation at S133, and that different classes of CRE sequences showed different degrees of phosphorylation-induced binding [7]. Our Western Blot analysis (Figure 1D) confirms that in a controlled feeding experiment, S133 phosphorylation of CREB is indeed specific to the fasted state, and therefore is likely to be involved in fasting-induced gene activation as previously hypothesized [2,6,44]. Although work by Koo and colleagues showed that S133 phosphorylation of CREB in liver was unchanged after an acute injection of insulin, used as a surrogate for the re-fed state [5], this manipulation does not mimic the physiological effects of re-feeding. Consistent with this notion, recent work has shown that insulin injection and re-feeding produce different results in terms of CREB co-factor recruitment and target gene activation [15]. Thus, our data support a model in which CREB is constitutively bound to its target genes, and fasting/cAMP signals induce changes in CREB phosphorylation and co-activator recruitment that promote gene expression from a subset of CREB-bound sites.

In the mammalian liver, the cAMP-induced phosphorylation of CREB S133 is known to enhance the recruitment of co-activators CREBBP, CRTC2, and EP300, while both CRTC2 and CREBBP are phosphorylated in response to insulin signaling to inhibit their interactions with CREB [5,16,45]. However, none of these co-activators have sequence specificity, as they are recruited to DNA indirectly by CREB and many other transcription factors. Furthermore, previous ChIP-chip studies have suggested that CREB phosphorylation on S133 occurs at the majority of CREB binding sites and is not specific for cAMP-inducible target genes [6]. Thus, other factors or genomic features must influence the cAMP-responsiveness of specific CREB target genes.

### Novel CREB target genes in mammalian liver

Previous genomic analyses of CREB DNA binding in liver cells were performed on human hepatocytes using promoter tiling arrays [6,14]. A systematic comparison of the target genes identified by our ChIP-seq study against the study by Zhang and colleagues [6], which included mapping of both gene symbols and homology mapping of gene regions, revealed a strikingly small overlap (only 14% of genes, Figure 3E). This undoubtedly reflects, in part, evolutionary differences between mice and humans. However, comparative ChIP-seq studies between mouse and human for other transcription factors have demonstrated much higher overlap of target genes (≥50%), even when the individual binding sites were not well conserved [38,46]. Thus, the lower than expected overlap observed here likely also reflects the lower sensitivity of the prior ChIP-chip study, which was limited to only proximal promoter regions known at the time. Our ChIP-seq study revealed sites in introns and distal upstream regions (Figure 3A), which were not included in the previous ChIP-chip array design. Furthermore, Zhang and colleagues estimated that their ChIP-chip study had only ~50% sensitivity among the proximal promoter regions [6].

Thus, our study reveals thousands of CREB target genes that are novel within the context of the mammalian liver. Roughly half of these genes were previously observed as CREB target genes in genome-wide studies of other cell types or predicted by bioinformatics searches for functional CRE motifs [6,32], but our study is the first to establish most of these genes as CREB targets in liver. The remaining genes, which total over 2,500, were not identified as CREB targets in any of the genome-wide studies surveyed here. Many of these genes, such as *Creld2*, *B4galt5*, and *Onecut1/Hnf6*, have no known connection to CREB in the literature, but have notably higher expression in re-fed livers compared to fasted livers. Overall, our analysis has revealed new functional roles for CREB, such as targeting ER stress genes induced by the opposing switch from fasting to feeding (Figure 5B, green bars).

### Functionally distinct subsets of CREB binding sites specify alternate responses to metabolic state

By integrating the CREB cistrome with fasting-dependent gene expression changes, we identified genomic features associated with the subset of CREB sites conferring cAMP-inducible activation to nearby genes. Our genome-wide analysis demonstrates that previously proposed elements, such as promoter TATA boxes [18], are only weakly associated with fasting-responsive CREB target genes. Our integrative analysis further revealed extensive co-localization at individual regulatory elements by both CREB and additional transcription factors CEBPB, NR3C1/GR, PPARA, and FOXA2.

Our results expand on targeted studies of individual gene promoters and suggest that synergistic interactions between transcription factors are likely to play a genome-wide role in the hepatic fed/fasted transcriptional switch. For example, Zhang and colleagues previously showed that liver-specific ablation of *Foxa2* attenuated *Pck1* induction in response to cAMP in primary hepatocytes [8]. CEBPB has been shown to directly activate *Pck1* expression in a manner dependent on the CREB binding site at the *Pck1* promoter [20]. Christoffels and colleagues have shown synergistic effects of NR3C1/GR agonist and cAMP on the activity of an enhancer containing both CREB and GR binding motifs upstream of *Cps1*[37]. Our results here suggest that such cross-talk occurs extensively within narrow regulatory regions throughout the genome, and is strongly associated with the specificity of the transcriptional response to feeding/fasting transitions.

Surprisingly, we found that CREB-binding is associated equally with feeding-induced genes as with fasting-induced genes. There is no known mechanism by which CREB might act as a transcriptional repressor. However, our results may reflect a feedback mechanism, in which some fasting-induced CREB targets are silenced prior to the 24 hr time point used in our experiment. Inducible cAMP early repressor (ICER), a repressive protein resulting from an alternate transcript of the CREB-related gene *Crem*, is a likely candidate for this mechanism [44], and our CREB cistrome confirms CREB binding at the alternate promoter of the ICER transcript (Additional file 1: Figure S3C). Alternatively, the subset of fasting-repressed genes might be responding to a combination of CREB and a Maf factor [43], as suggested by our *de novo* motif analysis (Figure 7G).

Another possibility is that genes with higher expression in re-fed livers are “feeding-induced”, rather than “fasting-repressed”. The increased expression of ER stress genes in re-fed livers supports this notion, as nutrient influx has been shown to increase ER stress signals in liver and other tissues [33,34]. Previous studies have shown that CREB competes for CRTC2 with the ER stress-induced Activating transcription factor 6 (ATF6), thereby providing antagonism between nutrient-influx and nutrient-deprivation signals [47,48]. Our novel observation that CREB also binds many ER stress-induced genes may indicate a more direct mechanism for this antagonism. Alternatively, CREB may play a role in the transduction of both signals, with genomic and epigenomic context determining the specificity of each response. The additional connection between CREB and ER stress revealed by our analysis is especially interesting given the clinical observation that chronic ER stress and overactive hepatic glucose production are both features of type 2 diabetes and obesity [10,49,50].

## Conclusions

Overall, our results demonstrate that CREB binding in the mammalian liver is constitutive with respect to metabolic state and widespread throughout the genome. The mechanisms contributing to fasting-inducible expression changes at CREB target genes required for glucose homeostasis are more complex than previously appreciated. The majority of CREB target genes are not induced by fasting and previously proposed mechanisms for specifying this response — e.g., site-specific dynamic occupancy [7] and interactions with TATA-containing promoters [18] — do not sufficiently explain fasting-responsive gene changes. The data presented above clearly show that CREB co-localization with the additional transcription factors CEBPB, NR3C1/GR, PPARA, and FOXA2 is specifically enriched around genes induced by fasting. Co-localization of these factors is significantly less frequent at CREB sites around genes with lower expression after fasting, suggesting a mechanistic difference between these two groups of regulatory elements. Our integrated CREB cistrome and fasting/re-feeding transcriptome provide essential tools for further investigating the role of transcriptional regulatory networks in the fasting response and other hepatic processes.

## Methods

### Animals

All mice used in this study were 8–12 week-old male C57BL/6 J mice. All experiments were conducted under a protocol approved by the IACUC of the University of Pennsylvania.

### Determination of blood glucose levels

Blood was sampled from the tail vein of fasted or re-fed mice, and glucose levels were measured with a OneTouch Ultra Glucometer (Lifescan Inc.).

### RNA isolation and quantitative RT-PCR analysis

Total RNA was extracted from livers collected from fasted and re-fed mice using the RNeasy Kit (Qiagen), then assayed for quantity and quality with the Agilent 2100 Bioanalyzer (Agilent Technologies). RNA was reverse transcribed using oligo (dT) and Superscript II reverse transcriptase (Invitrogen). The resulting cDNA samples were used as template for qPCR experiments performed with SYBR GreenER qPCR Supermix (Invitrogen) and the SYBR Green program on the Mx3000 Multiplex Quantitative PCR System (Stratagene). Reactions were performed in triplicate and normalized relative to the ROX reference dye. Median cycle threshold values were used for analyses. In each group, one sample had consistently higher threshold values for all reactions indicating poor RNA isolation quality, and was therefore excluded from analysis. Expression levels were normalized to those of Hypoxanthine guanine phosphoribosyl transferase (HPRT) as the internal control. Primer information is available at http://www.med.upenn.edu/kaestnerlab/reagents.shtml.

### Western blot analysis

Western blot analyses were performed as previously described [16] using anti-phospho-CREB (Cell Signaling, 87G3/#9198) and anti-CREB (Cell Signaling, 48H2/#9197) antibodies.

### Expression microarray analysis

200 ng of total RNA from individual each fasted and re-fed mouse livers (n = 4 per group) were amplified and labeled with Cy3 or Cy5 using Low Input Quick Amp Labeling Kit, two-color (Agilent, #5190-2306) with a dye swap experimental design. Labeled samples were purified using the RNeasy Kit (Qiagen) and hybridized overnight to the Agilent 4X44 Whole Mouse Genome Array. After hybridization the arrays were washed and scanned with the Agilent DNA Microarray Scanner G2565B. Median intensities of each array element were captured with Agilent Feature Extraction v10.5.1.1 and normalized by the print tip loess method in LIMMA [51]. Differentially expressed gene calls were performed by SAM [52] at 10% FDR and absolute fold-change cutoff of 1.5. Raw microarray data is available through GEO under accession number GSE45731.

### Chromatin Immunoprecipitation (ChIP)-sequencing procedure

Liver chromatin from fasted and re-fed mice was prepared as previously described [53]. Immunoprecipitations were performed and ChIP-Seq libraries were prepared as previously described [16], using anti-CREB (Santa Cruz Biotech, sc-186), anti-NR3C1/GR (mix of: Santa Cruz Biotech, sc-1004 and Thermo Scientific, PA1-511A), and anti-CEBPB (Santa Cruz Biotech, sc-150) antibodies. Libraries for each mouse liver were sequenced individually on an Illumina GAIIx. Raw sequencing data is available through GEO under accession number GSE45674.

### ChIP-seq peak calling

Reads for each individual ChIP-seq library were mapped to the UCSC mm8 reference genome using Illumina’s Eland pipeline. Redundant reads were discarded within each replicate. For each condition (fasted, re-fed), non-redundant reads from all five biological replicates were pooled into a single read set, and initial peak-calling was performed with HOMER v3.0 (5% FDR) [24], using a large pool of previous experimental inputs as the background control. To identify peaks that are not dependent on any single replicate, additional read subsets were created by pooling every possible combination of four replicates from each condition (fasted or re-fed), and peak-calling was repeated with the same parameters. Initial peak-calls from the 5-replicate pool were discarded if they failed to be called in any of the 4-replicate pools (SSI test). The entire SSI peak-calling procedure (using both the complete 5-replicate sets and the 4-replicate subsets) was also repeated with GLITR (5% FDR) [25] or MACS v1.4 (default parameters) with PeakSplitter v0.1 [26,54] in place of HOMER, for the purpose of comparing algorithm performance only. Venn diagrams of peak calls were generated with Cistrome [55]. HOMER peak calls passing SSI filter were divided into quartiles by average peak height across both conditions. Sites were randomly selected from each quartile for ChIP-qPCR validation. For each selected site, primers were designed and validated on input DNA to confirm high amplification efficiency. Sites for which efficient primers could be designed were subsequently tested for CREB enrichment in two biological replicates of chromatin from livers of 24 h fasted mice. Sites showing average CREB enrichment >2-fold compared to 18S rDNA control regions were considered as passing validation. Based on this ChIP-qPCR validation, we applied a final peak height threshold of 0.35 RPM to the set of remaining CREB sites.

### Differential binding analysis

To determine the extent of differential CREB binding between the fasted and re-fed conditions genome-wide, we first merged the fasted and re-fed SSI HOMER peak calls with average height > 0.35 RPM to a common set of 7,547 high-confidence binding regions. At each region, the peak height was computed individually for each replicate by extending reads to the average fragment length of 108 bp and computing the maximum value of the resulting stack height profile within each binding region. Peak heights were normalized to RPM for each replicate, and the normalized values were averaged to compute a single value for each condition. The raw number of tags from each replicate overlapping each high-confidence peak was tabulated and used for statistical analysis by EdgeR [30] with default parameters and 10% FDR after Benjamini-Hochberg p-value correction. For comparison to other transcription factor ChIP-seq data, the normalized peak height was computed at each of the 7,547 high-confidence CREB sites to assess co-localized binding, and peak height distributions were compared across functional subsets of CREB sites. ChIP-seq data for FOXA2 (GSE25836), PPARA (GSE35262), and CTCF (GSE36027) are previously published and available from GEO.

### Motif analysis

Initial identification of consensus CRE sequences in each binding region was performed by scanning the 100 bp sequence around each site for the octamer TGACGTCA with at most one mismatch, and the matching sequences were classified as “Full CRE” sites. The remaining regions were scanned for a perfect match to either pentamer half-site CRE (TGACG or CGTCA), and matching sequences were classified as “Half CRE” sites. The remaining regions without a match to either CRE sequence were classified as “Non-CRE” sites. *De novo* motif analysis was performed using HOMER v3.0 [24] on the 100 bp (for whole cistrome) or 500 bp (for regulation associated subsets) of sequence around each site. Background genomic regions were randomly selected using CisGenome [56] to maintain the general distribution of distances from known transcriptional start sites, and the HOMER parameter ‘-cpg’ was used to normalize foreground and background sites by CpG content. *De novo* motifs were filtered to significantly enriched motifs matching ≥ 10% of target sequences. Positional motif enrichment plots were computed using the HOMER histogram function with 10 bp resolution. We used the HOMER motif-scanning function with the known TATA motif from JASPAR [57,58] to classify all genes as TATA-containing or TATA-less. Specifically, we considered a gene to be TATA-containing if it contained a motif hit with score ≥ 6 within 250 bp of the annotated TSS position. This criteria showed clear enrichment of TATA motifs 20-40 bp upstream of TSS, and resulted in roughly 20% of genes called as TATA-containing, in agreement with previous assessments of TATA-containing promoters [18,59,60].

### Functional analysis

Binding regions were classified by their association with known gene architecture by comparing the exact center position of each region to the mm8 RefGene track downloaded from UCSC Genome Browser [61]. Region centers that were 2 kb upstream to 200 bp downstream of a RefGene TSS were classified as “Promoter” regions. Remaining region centers were classified based on overlapping RefGene introns, exonic coding regions, 5’UTRs (>200 bp from TSS), and 3’UTRs. All other regions were classified as “Intergenic”. CREB-bound genes are defined as any gene with a high-confidence CREB peak center within 10 kb upstream of the TSS or anywhere in the gene body. To compare to CREB target genes from previous genome-wide studies, we mapped gene lists onto our current RefGene annotations using both gene symbols and by overlapping genomic coordinates, to avoid any bias from updated gene annotations. For studies performed in human cells, we mapped the corresponding human promoter regions to the mouse genome using the UCSC LiftOver utility [61]. For comparison to DHS regions, we downloaded the DnaseI Digital Footprinting Hotspots track in 8-week old mouse liver from ENCODE [22,23] as mm9 coordinates, and mapped these regions to mm8 using LiftOver.

## Abbreviations

ATF6: Activating transcription factor 6; cAMP: Cyclic adenosine monophosphate; CEBPB: CCAAT/enhancer-binding protein beta; ChIP: Chromatin immunoprecipitation; ChIP-chip: ChIP coupled to genomic microarrays; ChIP-seq: ChIP coupled to high-throughput sequencing; CRE: cAMP response element; CREB: cAMP response element binding; CREBBP: CREB binding protein; CRTC2: CREB-regulated transcription co-activator 2; EP300: E1A binding protein p300; ER: Endoplasmic reticulum; FOXA2: Forkhead box protein A2; GR: Glucocorticoid receptor; HPRT: Hypoxanthine guanine phosphoribosyl transferase; ICER: Inducible cAMP early repressor; PPARA: Peroxisome proliferator activated receptor alpha; PKA: Protein kinase A; RPM: Reads Per Million; S133: Serine 133; SACO: Serial analysis of chromatin occupancy; SSI: Single sample independence; TSS: Transcription start site

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

LJE, JL, and KHK conceived and planned the overall project. LJE performed all computational analyses. JL designed and carried out the CREB ChIP-seq experiment. LJE, SL, and DB designed and carried out CREB binding site validation and liver microarray experiments. DJS and MAL designed and carried out CEBPB and GR ChIP-seq experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Supplementary tables and figures. Click here for file

Additional file 2 Summary tables of genes bound by CREB and regulated in fasting/re-feeding microarray experiment. Click here for file

Additional file 3 Summary table of all high-confidence CREB peaks, including peak height in each replicate, nearest TSS, and enrichment levels of additional transcription factors. Click here for file

# Supplementary material for: Integrative genomic analysis of CREB defines a critical role for transcription factor networks in mediating the fed/fasted switch in liver
**Source:** BMC Genomics. 2013 May 17;14:337. doi: 10.1186/1471-2164-14-337
**Supplement:** Additional file 1 — Supplementary tables and figures.

**Supplementary Information for Everett LJ, Le Lay J, Lukovac S, Bernstein D, Steger DJ, Lazar MA, and Kaestner KH: Integrative genomic analysis of CREB defines a critical role for transcription factor networks in mediating the fed/fasted switch in liver. *BMC Genomics* 2013.**

**Table of Contents**

|           |   |     |
|-----------|---|-----|
| Table S1  | - | p2  |
| Table S2  | - | p3  |
| Figure S1 | - | p4  |
| Figure S2 | - | p6  |
| Figure S3 | - | p7  |
| Figure S4 | - | p8  |
| Figure S5 | - | p9  |
| Figure S6 | - | p10 |
| Figure S7 | - | p11 |

|                             | <b>Fasted</b>    | <b>Re-fed</b>    |
|-----------------------------|------------------|------------------|
| Replicate 1 Reads           | 9,837,202 (23%)  | 9,944,343 (15%)  |
| Replicate 2 Reads           | 9,539,204 (23%)  | 17,576,158 (26%) |
| Replicate 3 Reads           | 5,152,358 (12%)  | 10,792,771 (16%) |
| Replicate 4 Reads           | 7,593,038 (18%)  | 21,031,306 (31%) |
| Replicate 5 Reads           | 10,241,499 (24%) | 9,013,609 (13%)  |
| Total Reads                 | 42,363,301       | 68,358,187       |
| HOMER Peaks                 | 39,308           | 14,792           |
| Peaks Passing SSI           | 8,549 (22%)      | 6,123 (41%)      |
| Peaks after qPCR Validation | 6,835 (17%)      | 5,357 (36%)      |

**Table S1: Overview of Read and Peak Counts.** Per replicate and total read counts, along with number of peaks called by HOMER before and after filtering steps. Replicate read counts are shown with percentage of total reads for same condition, and filtered peak counts are shown with percentage of peaks called by HOMER for same condition.

| Peak Coordinates (mm8)   | Peak FC | Nearby Genes    | Comments                                         |
|--------------------------|---------|-----------------|--------------------------------------------------|
| chr1:95276058-95276168   | 3.37    | Hdlbp           | Adjacent to a peak with only 1.38x FC            |
| chr11:78352445-78352553  | 0.45    | Tnfaip1, Ift20  | Adjacent to a peak with only 0.98x FC.           |
| chr14:12914205-12914317  | 0.54    | Psmd6           |                                                  |
| chr14:64334718-64334826  | 0.45    | Zfp395          |                                                  |
| chr2:167551866-167551984 | 2.68    | ---             |                                                  |
| chr4:49581043-49581153   | 4.33    | ---             |                                                  |
| chr4:132247084-132247194 | 5.33    | Fgr             |                                                  |
| chr4:150448402-150448512 | 3.80    | Camta1          | Adjacent to a peak with 1.96x FC                 |
| chr7:16141534-16141644   | 4.94    | ---             |                                                  |
| chr7:126486507-126486615 | 0.34    | Slx1b, Bola2    |                                                  |
| chr8:97068254-97068364   | 9.13    | Mt1             | Mt1 is significantly induced 5x in fasted livers |
| chr9:21821762-21821873   | 2.35    | Zfp653, Gm16845 |                                                  |

**Table S2: Differential CREB binding sites.** The 12 CREB binding sites determined to be differentially enriched between fasted and re-fed livers by EdgeR (10% FDR). FC = fasted/re-fed fold change. Nearby genes are defined as all genes for which the CREB peak overlaps the gene body or 10kb upstream region. Adjacent peaks are defined as being within 500bp of the differential peak center.

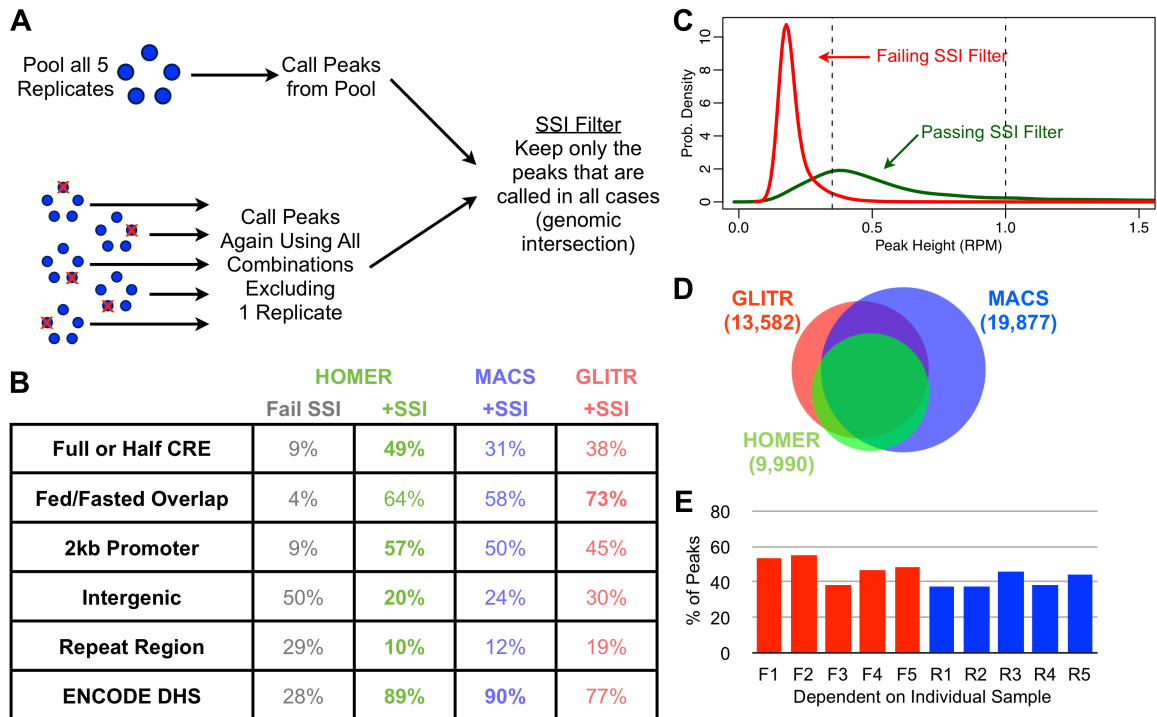

**Figure S1: SSI Peak-Calling Strategy.** **A)** Schematic of our strategy for filtering peaks based on reproducibility in five biological replicates sequenced separately. This strategy can be adapted to any number of replicates  $\geq 3$ , and can be used with any peak-calling algorithm. **B)** Peaks containing CRE motifs or overlapping proximal promoters are consistent with known CREB biology and therefore serve as surrogate metrics inversely proportional to false positive rate. Repeat regions are more prone to sequencing artifacts and therefore can be used as a proxy proportional to false positives. Left-most column (gray) shows the rates of CRE motif occurrence, and alignment to proximal promoters, intergenic regions, and repeat regions, for 36,865 HOMER peak calls filtered by SSI strategy, demonstrating that the SSI filter removes sites more likely to be false positives based on surrogate metrics compared to 9,990 HOMER peak calls passing SSI filter (green column). Comparison between peak calls passing SSI from HOMER versus those from MACS and GLITR show that HOMER has the highest specificity estimated from surrogate metrics. **C)** Distribution of HOMER peak heights passing (green line) and failing (red line) the SSI filter. The dashed line at 0.35 RPM shows the empirically determined cutoff based on ChIP-qPCR validation. The dashed line at 1 RPM shows the arbitrary cutoff commonly used in ChIP-seq literature, which would result in the erroneous exclusion of many true CREB targets for our CREB ChIP-seq data. **D)** Venn Diagram of peak calls from different algorithms passing SSI filter, demonstrating that

HOMER calls the fewest algorithm-specific peaks. **E)** To assess the relative contribution of each replicate to the overall SSI procedure, we computed the percentage of peaks called from the initial pool of 5 replicates (red = fasted, blue = re-fed) that are lost when excluding each replicate.

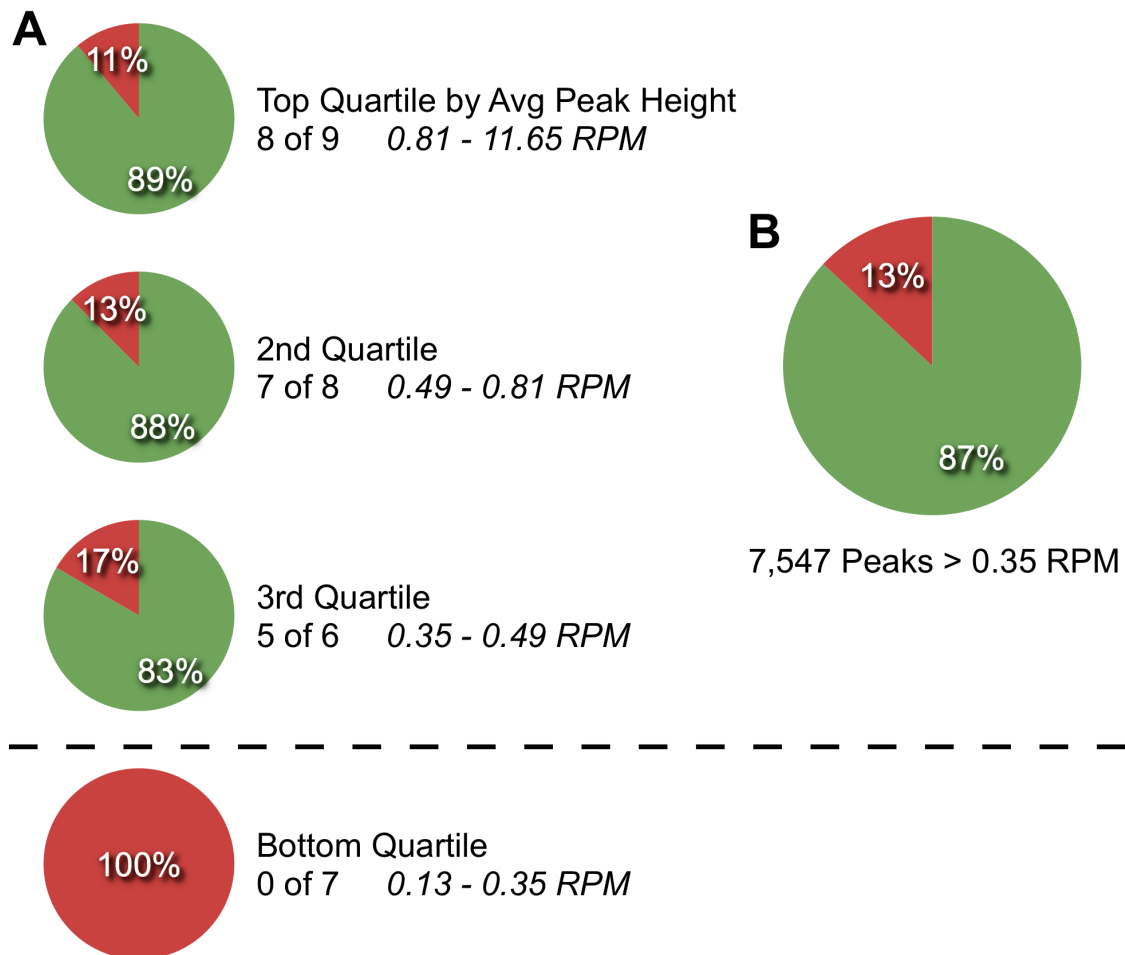

**Figure S2: Peak Validation by ChIP-qPCR.** Random peaks were selected from each quartile (by average peak height) of the HOMER peaks passing SSI. Peaks for which efficient primers could be designed were tested for CREB binding in fasted mouse liver in 2 biological replicates. Peaks with an average relative enrichment of  $\geq 2$ -fold versus 18S were considered as passing ChIP-qPCR validation. **A)** Pass (green) and fail (red) rates for each quartile are shown as pie charts with the range of peak heights in that quartile. **B)** Pass/fail rates for all peaks above the 0.35 RPM cutoff (top 3 quartiles) are summarized in a single pie chart.

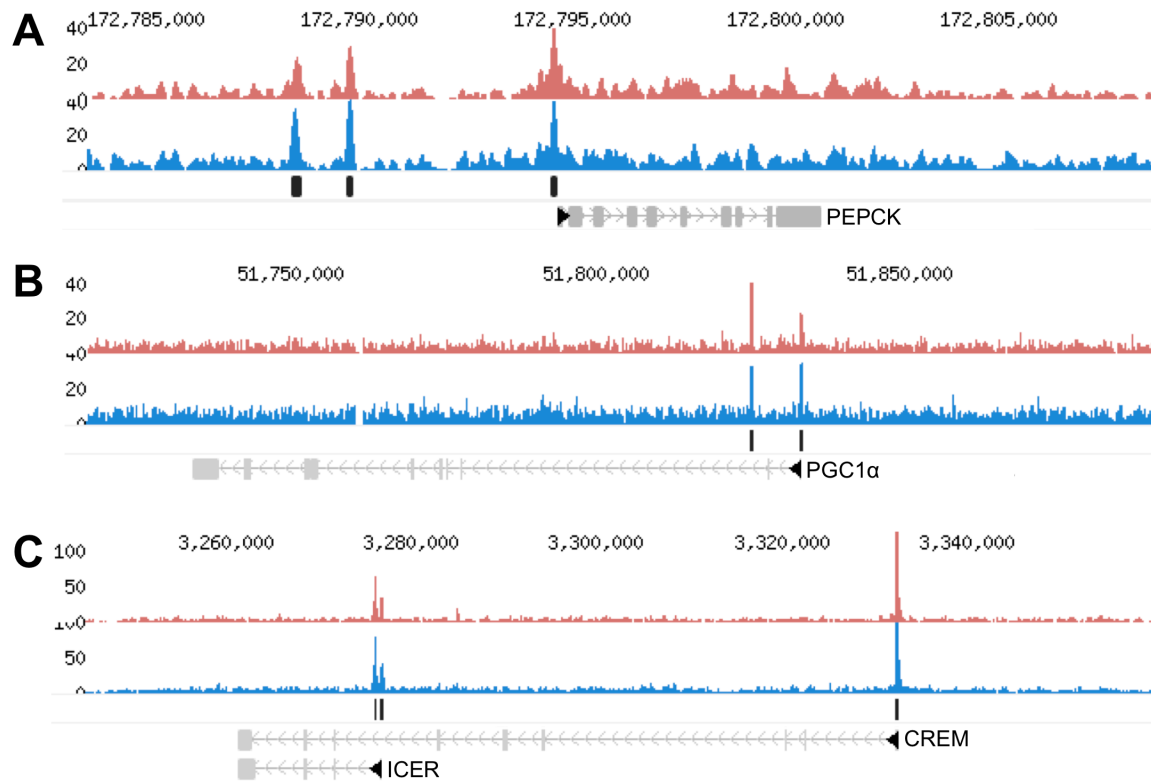

**Figure S3: Confirmation of Known CREB Target Genes.** Browser tracks showing CREB ChIP-seq profiles in fasted (red) and re-fed (blue) mouse liver, based on pooling of all replicates for each condition. Y-axis shows stack height in raw read count. Black marks below ChIP-seq profiles indicate high-confidence peak calls passing all filters. **A)** CREB binding at *Pck1* (PEPCK) promoter and distal upstream sites. **B)** CREB binding at *Ppargc1a* (PGC1α) promoter and intronic site. **C)** CREB binding to *Crem* promoter and internal promoter for truncated isoform ICER.

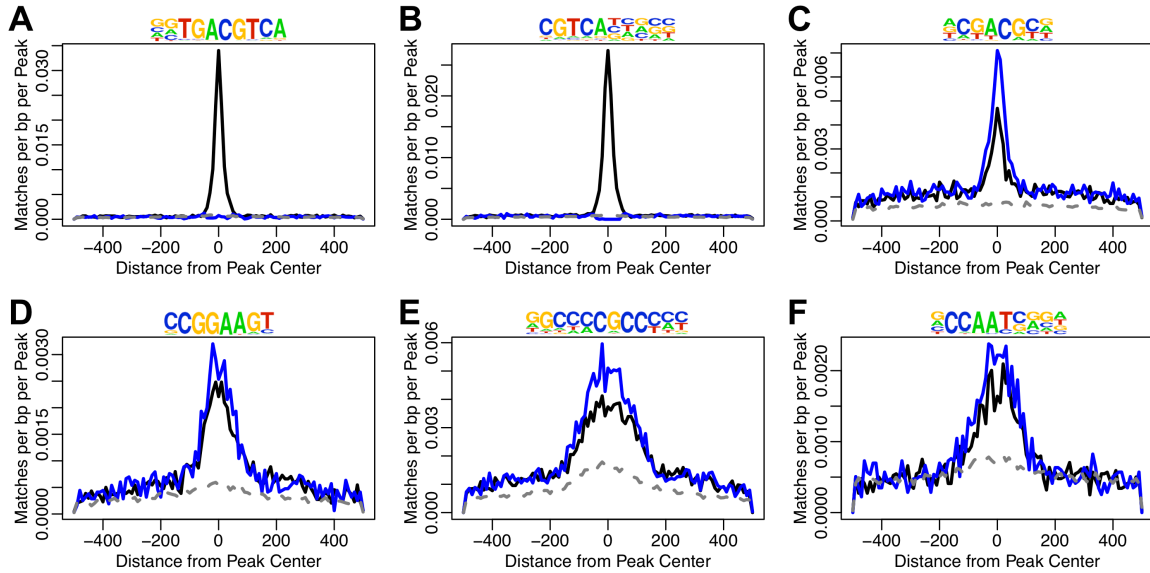

**Figure S4: Positional motif analysis of CREB sites.** CREB sites were separated by the sequence analysis shown in main manuscript Figure 4A (black lines = Full and Half CRE sites combined, blue lines = sites lacking canonical CRE, grey lines = randomly matched control sites). *De novo* motifs corresponding to those shown in main manuscript Figure 4C,D were scanned along the 1kb sequence surrounding each site and used to compute the match frequency in each 10bp segment. Positional plots are shown for: **A)** Full CRE motif, **B)** Half CRE motif, **C)** Degenerate CRE motif, **D)** ETS family motif, **E)** GC-Box/Sp1 motif, and **F)** NFY/CCAAT motif.

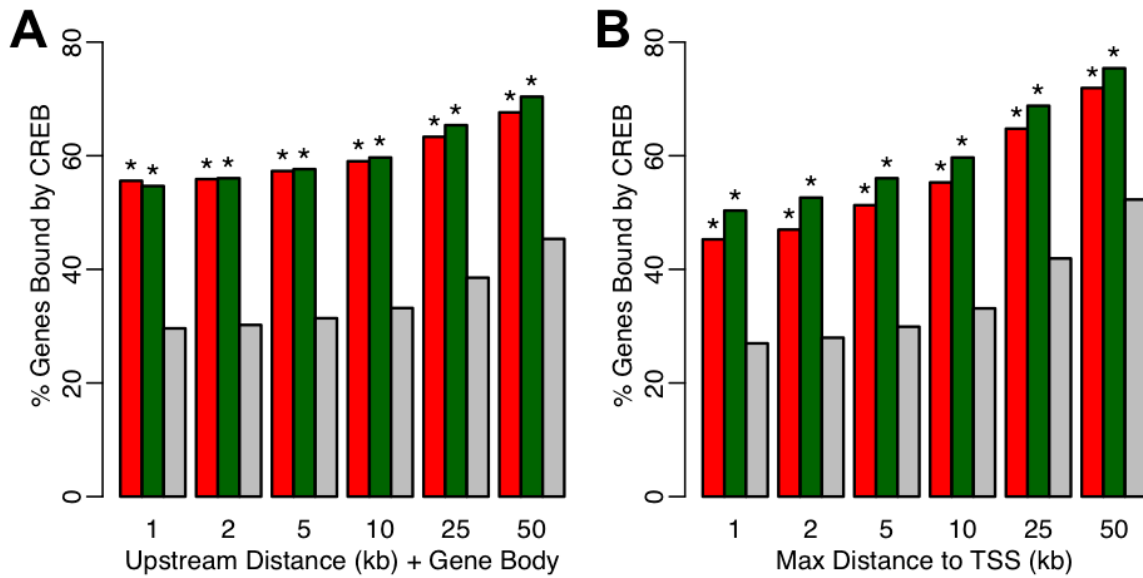

**Figure S5: Enrichment of CREB binding around fasting-responsive genes at varying distance thresholds.** Bar graphs showing the percentage of genes in each category (fasting-induced in red, fasting-repressed in green, and all genes on array in gray) that have a CREB binding site within the specified distance, either **A)** upstream of the TSS, or anywhere in the gene body, or **B)** within the specified distance of the TSS in either direction. The enrichment of CREB is significant at all thresholds shown, using either association model, although in both cases the background rate rises substantially using distances above 10kb. \*p-value < 1E-16 by Fisher's Exact Test versus the corresponding threshold in background.

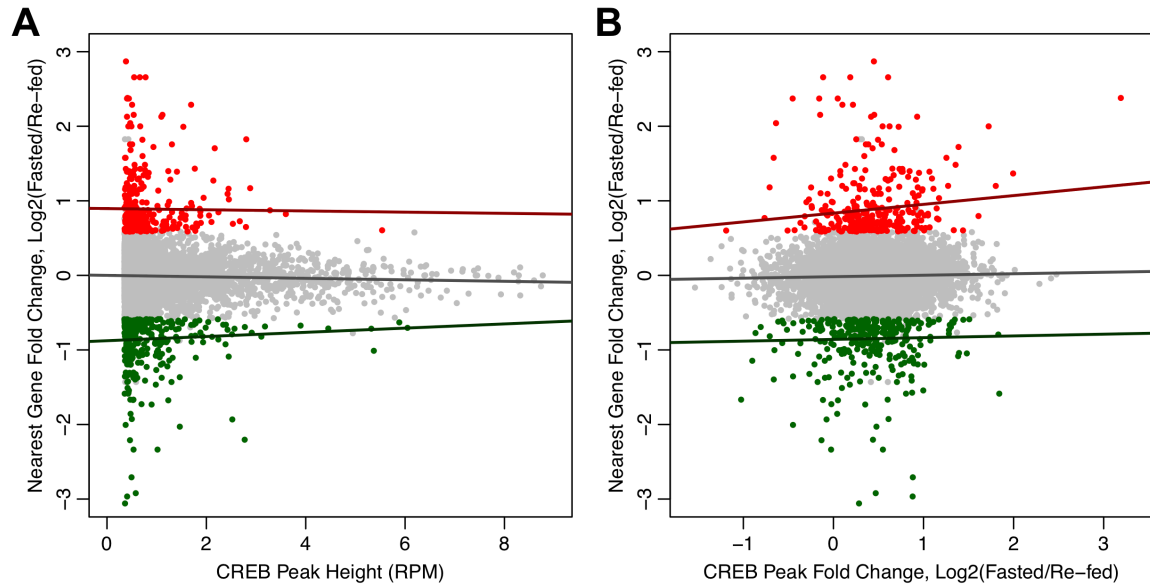

**Figure S6: CREB binding strength does not correlate with feeding/fasting-inducibility of target genes.** CREB peaks within gene bodies or 10kb upstream regions were assigned to the nearest TSS. Peaks assigned to significantly up-regulated and down-regulated genes are colored in red and green, respectively. Peaks assigned to non-regulated genes are colored in grey. **A)** Average peak height from both the fasted and re-fed livers was plotted against the  $\log_2(\text{fasted/re-fed})$  ratio of the assigned gene expression. **B)**  $\log_2(\text{fasted/re-fed})$  ratio of CREB peak height was plotted against the  $\log_2(\text{fasted/re-fed})$  ratio of the assigned gene expression. Best fit lines are shown for each colored group of points, and all groups in both plots had Pearson Correlation Coefficients weaker than  $\pm 0.1$ .

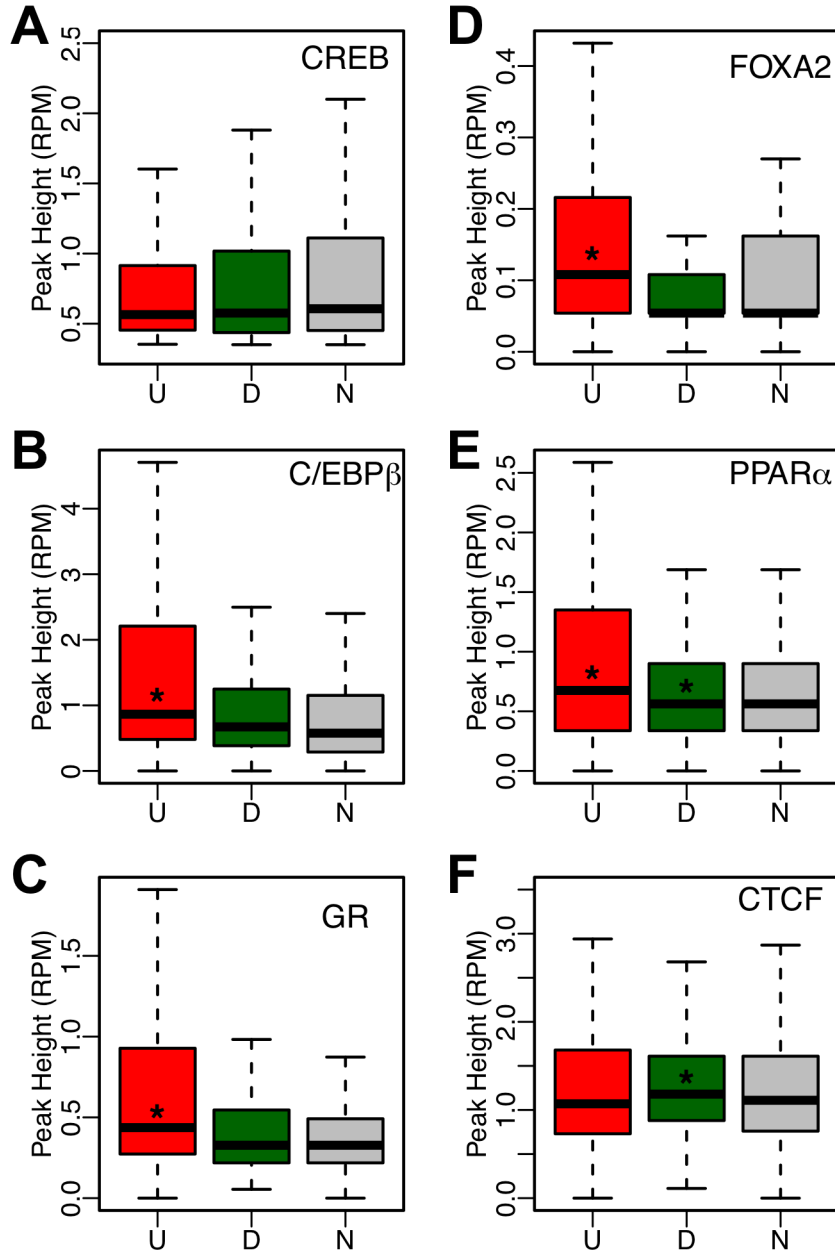

**Figure S7: Distributions of peak heights for additional transcription factors at CREB sites.** CREB sites were separated into groups as described in main manuscript Figure 7: 'U' = sites associated with up-regulated genes (red), 'D' = sites associated with down-regulated genes (green), 'N' = sites associated with non-regulated genes (gray). Boxplots show distributions of peak heights at each group of CREB binding sites for **A)** CREB, **B)** C/EBP $\beta$ , **C)** GR, **D)** FOXA2, **E)** PPAR $\alpha$ , and **F)** CTCF. \*p-value < 0.05, Mann-Whitney test compared to 'N' group.

How the deposited data were processed for this re-analysis (not part of the article)

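The data are CREB ChIP-seq libraries from the livers of 5 fasted and 5 re-fed mice, and the files analysed are the authors' final peak lists, 1 per condition. The authors mapped the reads to mm8 with the Eland pipeline, discarded redundant reads within each replicate, pooled the replicates of a condition, called peaks with HOMER at a 5% FDR against a pool of earlier inputs, kept peaks called in every pool of 4 livers and removed peaks with an average height of 0.35 RPM or less. The deposited heights are in RPM, the largest stack of reads extended to 108 bp within a peak, normalized to the reads of the pool. Heights of both lists are those of the fasted pool, and every one is a whole number of its reads to within 0.000122 reads. Libraries of GR and CEBPB, 1 of each, were not analysed here.

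The design had foreseen a ratio of the fasted list's value to the re-fed list's value at shared sites. That ratio is 1 at every shared site, because the lists carry one value for all 4645 of them, and it was left out. A re-fed height was derived in its place from the rank of each site and the rows of the paper's height table used here, 1525, with 6022 rows left out of the copy. Of the sheet of all bound genes in Additional file 2, 1999 rows were used and 7261 are left out of the copy. It served only to find the sites of named genes, and the sheets of induced and repressed genes are complete. Table S1 gives the reads of each library, from 5152358 to 21031306. Intervals of shares are Wilson intervals at 95%. Intervals of ratios at single sites are binomial intervals that treat the pooled heights, each a largest stack of reads, as counts. They do not cover differences between mice. Across sites the variance of the ratios was 1.56 times the binomial variance, so these intervals may be too narrow.

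Peaks were merged where they overlapped by at least 1 bp. Medians were compared by permutation tests with 10000 shuffles, shares by Fisher's exact test, and per-mouse medians by exact permutation tests on the log2 scale, with a pseudocount of 0.1 RPM at single sites. Peaks are not replicates of a liver, so tests across sites describe the lists. The comparisons, their tests and 52 of the 77 alternative values were chosen before the data were examined. The per-mouse comparison, the use of derived re-fed heights, one height threshold for both lists and the comparison of genes with 3 or more sites were added afterwards, with their alternatives. The genes named are those the paper's text, legends or Table S2 name for the CREB experiment and that have a listed site, the 3 induced and the 3 repressed genes with the most sites (ties by the larger fold change), and the 3 sites with the highest value in each list, a rule set with the design. Alternatives covered the overlap rule, stricter peak lists, autosomes, stricter gene lists, the unit of counting genes, and leaving out each mouse.

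On simulated data the derivation returned the simulated re-fed reads at 100% of the 6678 sites where it gave a single number. The simulated sites had been ranked by the same average that the derivation uses, so this outcome was fixed in advance and checks the code only. All 6 overlap rules returned the simulated number of shared sites. The permutation test gave p under 0.05 in 6% of 200 comparisons without a difference and in 89% of 100 with one. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The CRE content of sites and their position relative to genes were not analysed here, as no genome or annotation of mm8 was used. A binomial test of the pooled reads at each site was tried and left out, since pooled libraries give no replicate check. A Poisson comparison of the mice that stood apart at single sites was also tried and left out, since the heights are not counts and the sites had been picked for their values.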

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

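Apart from the counts of gaps as large, the tests in this part were written after the heights of these mice had been seen and before the tests themselves were run. A mouse is reported here when its gap to the nearest other mouse of its condition, divided by the range of the 5 mice, passes Dixon's critical value at the 95% level. Of 18 groups tested, 2 passed, and chance gives about 1 in 20.

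At the Hdlbp site on chromosome 1, from 95276058 to 95276168, re-fed replicate 3 had a height of 1.39 RPM, while the other re-fed mice lay between 0.190 and 0.398 RPM. The gap over the range was 0.827. When each mouse's heights were divided by its median over all 1468 sites of chromosomes 1, 10 and 11, the gap over the range was 0.644 and no longer passed, so generally higher peaks in this mouse may account for part of the distance. At 4.90% of these sites (Wilson interval 3.91% to 6.13%) 1 re-fed mouse passed the same critical value. That is just under the 5% set beforehand for chance among many sites, and the interval spans 5%, so the share does not differ from it beyond its spread. A share over all sites cannot tell whether the mouse at the Hdlbp site passed by chance, so chance is neither excluded nor shown there. A gap as large as the one at Hdlbp was reached at 18 of the 1468 sites (1.23%, Wilson interval 0.777% to 1.93%), a count made after these values had been seen. No biological explanation was tested, as the design gives none for a single mouse.

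At the Cps1 site on chromosome 1, from 67049731 to 67049864, fasted replicate 3 had a height of 0 RPM, while the other fasted mice lay between 0.610 and 0.734 RPM. This library has the fewest reads of the fasted group, 5152358. At 7.70% of the 1468 sites (Wilson interval 6.44% to 9.17%) 1 fasted mouse passed the same critical value. The interval lies above the share set beforehand for chance, so passing was more frequent among fasted mice than that share. Whether the mouse at the Cps1 site passed by chance cannot be told from a share over all sites. A gap as large as the one at Cps1 was rarer, at 21 sites (1.43%, Wilson interval 0.938% to 2.18%), and chance was not tested for its size. Dividing each mouse's heights by its median raised the gap over the range from 0.831 to 0.952, in contrast to the Hdlbp site. With this mouse at 0, that value depends only on how close the other 4 mice lie to each other. No biological explanation was tested.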

How the results depend on the processing

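Of 77 alternative values for 15 results, 60 kept their direction and their side of the test's threshold or stayed within their spread, 2 were weaker, 1 stronger, 4 reversed and 10 moved. The cause was not tested unless it is given here.

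Keeping the peaks at or above the median height of each list left fewer peaks. It gave 3573 merged sites and a shared percentage of 75.2%, and moved the ratio at shared sites from 1.35 to 1.45. The difference in fasted height between shared and re-fed-only peaks was 0.401 RPM (permutation test, p = 0.104, with 28 re-fed-only peaks). The filter acts on the fasted height at a different median in each list, so 527 of its 858 fasted-only peaks are in both full lists, and it raises the ratio by selection. One threshold for both lists, added after the data had been seen, gave 3590 merged sites and a shared percentage of 89.5%, with re-fed-only peaks removed by selection on the fasted height. Shortening the fasted list to the length of the re-fed list by height likewise left 570 peaks of both full lists among 1282 re-fed-only peaks. Counting peaks up to 500 bp apart as one site gave a shared percentage of 65.0%, and at the sites the paper calls differential the number of calls on the side of the paper's fold fell from 9 to 6 (Fisher's exact test, p = 0.0667, the smallest that 6 sites allow, so this says nothing about stability). The share of sites with a neighbour was 1.47% within 250 bp and 13.7% within 1000 bp, against 9.42% within 500 bp, as a wider reach takes in more sites. The rules of 50% reciprocal overlap and of centres within 50 bp changed nothing because shared peaks have one interval in both lists, so they say nothing about stability.

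The difference between the bound shares of induced and repressed genes changed from -4.11 to 2.67 percentage points when each probe row was counted (Fisher's exact test, p = 0.382), and the difference in shared calls from 0.100 to -11.7 percentage points among genes changed at least 2-fold (Fisher's exact test, p = 0.137). With the ratio of fasted to re-fed height in place of the height, added after the data had been seen, induced genes lay 0.0349 and repressed genes 0.0200 above other sites (permutation tests, p = 0.320 and p = 0.570), where the heights lay below. None of these 4 differences passed the test under either setting.

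Also added after the data had been seen, the ratio was 1.42 over all merged sites and 1.30 from the paper's per-mouse heights. The log2 difference of the per-mouse medians ranged from 0.23 to 0.51 across the fits that each left out one replicate, the highest without re-fed replicate 3 (0.51, exact permutation test, p = 0.0159) and the lowest without re-fed replicate 4. With a replicate block the difference was 0.40 (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow). Same-numbered mice had correlations from -0.0127 to 0.0287, and 0 of 5 pairs were over 0.1, so the mice share only a number. The alternatives for CRE content and for position relative to genes were not run. Pooled reads of 7 to 576 per site limit the ratios of single sites.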

Differences from the paper's values

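At the site on chromosome 7 from 16141534 to 16141644, the ratio of the pooled fasted to re-fed heights was 7.87, against the paper's 4.94. At the Mt1 site on chromosome 8 from 97068254 to 97068364 it was 6.05, against the paper's 9.13. These are on different scales. At the 4 sites of Table S2 or beside them on chromosomes 1 and 11, the ratio of the mean per-mouse heights, a setting chosen after seeing the values, was 3.37, 0.455, 1.38 and 0.980 against the paper's 3.37, 0.45, 1.38 and 0.98, while the ratio of the pooled heights was 3.66, 0.557, 1.61 and 1.06. The per-mouse heights on chromosomes 7 and 8 were not used here, so the values of both sites on the paper's scale were not computed. None of the alternatives set before the data were examined applies to the ratio at a single site.

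Counted by gene symbol, the induced and repressed genes gave 941 distinct symbols, against the paper's 942, with 1 symbol in both lists. The shares of induced and repressed genes with a CREB site were 47.5% and 51.6%, against the paper's 60% for both. With only the entries that have a RefSeq transcript they were 58.5% and 59.5%. With the re-fed list only they were 38.5% and 39.8%. The CREB sites of induced and repressed genes numbered 287 and 323, against the paper's 285 and 321. Without the 2 sites listed for both groups, a setting chosen after seeing the values, they numbered 285 and 321. The median ratio of heights was 1.42 over the merged sites and 1.35 over shared sites, against the paper's 1.3. With the paper's per-mouse heights on chromosomes 1, 10 and 11, a setting chosen after seeing the values, it was 1.30.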

Other observations

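Of the tests in this part, those of the lower heights of re-fed replicates 2 and 4 and of neighbouring sites closer than 266 bp were chosen only after the result was seen. For the simulated calls, the excess spread of the ratios had been seen and the simulated number had not.

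Re-fed replicates 2 and 4, the most deeply sequenced libraries, had lower peak heights than the other mice, with a median ratio of 0.530 to re-fed replicates 1, 3 and 5 over 1468 sites. In reads, the median heights of re-fed replicates 2 and 4 were 9 and 8, against 7, 9 and 7 in re-fed replicates 1, 3 and 5. A cap on height from discarding redundant reads would spare the weakest sites, but at the weakest 489 sites the ratio was 0.579. This argues only against a cap, not against an effect of redundant reads that lowers all sites alike, which was not tested. An upward bias of the stack height at low depth would spare the strongest sites, but at the 100 strongest the ratio was 0.500. The ratio at the strongest 490 sites divided by that at the weakest 489 was 0.878, so lower enrichment of these libraries at all sites alike is a candidate explanation. Whether re-feeding lowers heights in all re-fed mice stays open: fasted mice against re-fed replicates 1, 3 and 5 differed by 0.0810 on the log2 scale (exact permutation test, p = 0.464, the smallest possible being 0.0179). Both low libraries are re-fed, so their enrichment and a response of these mice to food cannot be told apart. Among the other 8 libraries the reads and the median heights had a Pearson correlation of -0.694 (exact permutation p = 0.0731) and a Spearman correlation of -0.357 (exact permutation p = 0.389), and the relation cannot be tested over the wider range of depth.

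Many merged sites are called in 1 condition only. Binomial draws around one common ratio, with thresholds giving the observed numbers of fasted and re-fed calls, gave 2009 one-condition sites (1945 to 2059 in 200 draws), 69.5% of the 2889 observed at the 6676 sites with a derived height. Every draw fell short of the observed number, so counting error with a threshold is not the whole cause, but it may account for a large part. Thresholds applied to the derived reads themselves gave 2361 one-condition sites, and their calls equalled the deposited calls at 78.8% of sites and differed at 1416. The deposited calls are thus not simple thresholds on these reads, and the shortfall cannot be assigned to single sites. The draws gave 85.1% of the 2361. The ratios varied 1.56 times as much as binomial counting gives, and the pools cannot separate differences between mice from differences between conditions.

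Sites called in 1 condition lay near another site more often than shared sites: 12.0% of fasted-only and 19.0% of re-fed-only sites had a neighbour within 500 bp, against 6.76% of shared sites. If one binding event were called at shifted positions, fasted-only and re-fed-only sites would pair up. Among the 299 neighbouring pairs farther apart than 266 bp there were 21 such pairs, against 27.7 under shuffling (permutation test, one-sided, p = 0.962), which argues against it at these distances. Of the 64 closer pairs, 58 were such pairs, but the re-fed list holds no closer peaks and the fasted list few, which nearly fixes the outcome, so a shifted call and separate binding cannot be told apart there. No biological explanation was tested.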
